# Transition of an Anaerobic *Escherichia coli* Culture to Aerobiosis: Balancing mRNA and Protein Levels in a Demand-Directed Dynamic Flux Balance Analysis

**DOI:** 10.1371/journal.pone.0158711

**Published:** 2016-07-06

**Authors:** Joachim von Wulffen, RecogNice-Team, Oliver Sawodny, Ronny Feuer

## Abstract

The facultative anaerobic bacterium *Escherichia coli* is frequently forced to adapt to changing environmental conditions. One important determinant for metabolism is the availability of oxygen allowing a more efficient metabolism. Especially in large scale bioreactors, the distribution of oxygen is inhomogeneous and individual cells encounter frequent changes. This might contribute to observed yield losses during process upscaling. Short-term gene expression data exist of an anaerobic *E*. *coli* batch culture shifting to aerobic conditions. The data reveal temporary upregulation of genes that are less efficient in terms of energy conservation than the genes predicted by conventional flux balance analyses. In this study, we provide evidence for a positive correlation between metabolic fluxes and gene expression. We then hypothesize that the more efficient enzymes are limited by their low expression, restricting flux through their reactions. We define a demand that triggers expression of the demanded enzymes that we explicitly include in our model. With these features we propose a method, demand-directed dynamic flux balance analysis, dddFBA, bringing together elements of several previously published methods. The introduction of additional flux constraints proportional to gene expression provoke a temporary demand for less efficient enzymes, which is in agreement with the transient upregulation of these genes observed in the data. In the proposed approach, the applied objective function of growth rate maximization together with the introduced constraints triggers expression of metabolically less efficient genes. This finding is one possible explanation for the yield losses observed in large scale bacterial cultivations where steady oxygen supply cannot be warranted.

## Introduction

The model organism *Escherichia coli* is a facultative anaerobic bacterium, i.e. it is able to grow in both aerobic and anaerobic environments. To do so, cells need to be able to adapt to changes of the growth conditions. This capability is required in both the natural habitat and in biotechnological applications where, due to inefficient mixing in large scale bioreactors, oxygen supply is unsteady [1–3]. Adaptation takes place on the transcriptional level in multiple ways, e.g. increased expression of genes for aerobic respiration, or decreased expression of less efficient fermentative genes. Due to the high reduction potential of molecular oxygen, cells are able to generate more energy from its substrates, e.g. sugars, in aerobic compared to anaerobic metabolism. Survival is hampered, however, by the toxic effects of oxygen. Oxygen can get reduced to form the superoxide anion ($O_{2}^{-}$) and other ROS which provoke oxidative damage to DNA, RNA, proteins, and lipids (reviewed in [4]).

Adaptation from anaerobic to aerobic metabolism requires extensive adjustments of the enzyme composition of the cell (more than 20% of the genome being differentially expressed [5]). In this article we will focus on the adjustment of metabolic enzyme expression. Cells are constantly competing against each other for resources and so the fastest growing and best adapted cells will prevail. On the other hand, gene expression is a costly and time-consuming process so cells need to evolve a way of minimizing the total adjustments required for adaptation [6]. Transient overexpression of enzymes, especially enzymes of the first steps of a pathway, allows maximal flux through the pathway with concurrent minimal adjustments of expression [7]. Transition data of transcript expression of a shift from anaerobic to aerobic conditions in an *E*. *coli* culture also indicate transient overexpression of multiple genes [5]. Furthermore, these data suggest expression of metabolically less efficient genes.

Lewis *et al*. [8] used flux balance analysis (FBA) to classify genes with respect to their essentiality and relative efficiency. In FBA, fluxes of the quasi-steady state metabolism of a culture are estimated by an optimization procedure [9]. FBA has been successful in predicting phenotypes of knock-out mutant strains, metabolite exchange rates and growth rates under different environmental conditions and in different organisms [10–13]. The flux distribution is modeled assuming a quasi-steady state of internal metabolites that are interconnected via reactions that are stored in the stoichiometric matrix [11, 12, 14]. The solution space is further constrained thermodynamically by forcing irreversible fluxes to be positive. Concerning the objective function of the optimization there are different approaches according to prerequisites and the addressed problem [13]. A frequently and successfully applied objective function for batch cultivations is maximization of the growth rate with concurrent restriction of substrate uptake (reviewed in [15]). The result of an FBA is then a growth optimal flux distribution of a quasi-steady state culture in the exponential growth phase.

In parsimonious FBA (pFBA) [8], this optimization is followed by a minimization of all fluxes within the solution space of the the growth optimum, to minimize the requirement for enzyme expression. Using this technique, genes can be classified according to whether it is essential, required for optimal growth, metabolically less efficient (MLE, i.e. less energy production, or more consumption when this gene is used), enzymatically less efficient (ELE, i.e. overall flux is higher when this gene is used), or whether the gene is not used in any case.

Transient upregulation of MLE genes might arise from limited capacity of the optimal enzymes. E.g., in the electron transport chain (ETC) the MLE gene *ndh* (catalyzing the reaction NADH5, reaction naming according to iJO1366 [14]) is transiently upregulated whereas expression of the optimal enzyme, encoded by the *nuo* operon (catalyzing the reaction NADH16pp), increases only slightly [5]. NADH5 is MLE, because it translocates no protons across the plasma membrane which could otherwise be used for energy conservation via ATPase (Fig 1). Similarly, expression of the *cyo* operon (catalyzing CYTBO3_4pp) increases after transition, whereas the MLE operon *cyd* (catalyzing CYTBDpp, Fig 1) is transiently overexpressed. Temporary overexpression is useful to minimize the required adjustments of gene expression [7], yet, this was only shown for essential pathways and not for MLE genes. If a transiently high flux through an optimal enzyme is beneficial for efficient growth, but the enzyme capacity is constrained due to underexpression, MLE genes might help overcome this shortage at the expense of optimal efficiency.

**Fig 1:**
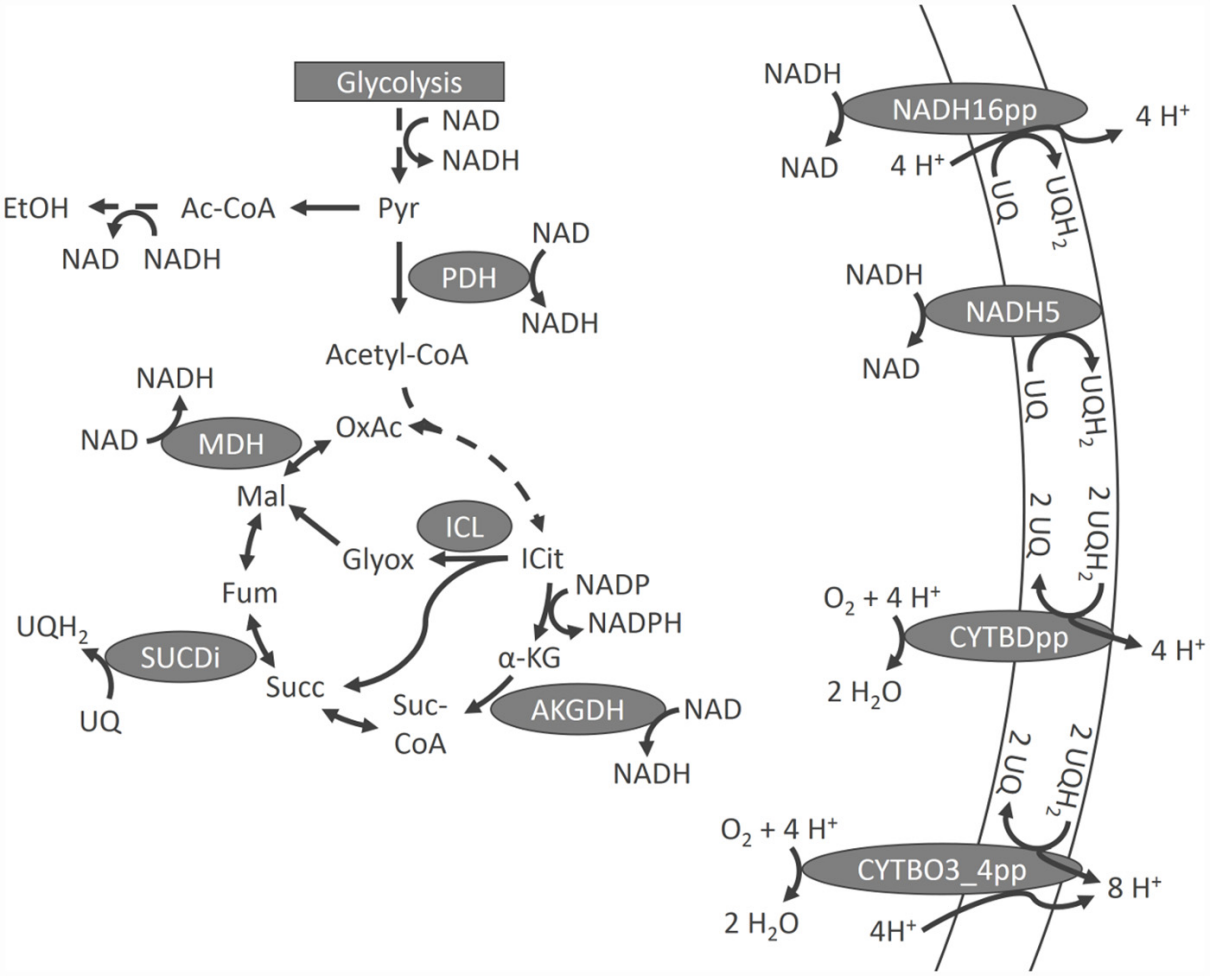
Outline of central aerobic metabolism. Reaction nomenclature according to iJO1366 [14]. Pyr, pyruvate; ICit, Isocitric acid; *α*-KG, *α*-ketoglutaric acid; Suc-CoA, succinyl-coenzyme A; Succ, succinic acid; Mal, malic acid; OxAc, oxaloacetic acid; UQ, ubiquinone; UQH_2_, ubiquinol; only redox cofactors are considered.

Dynamic FBA (dFBA) is an extension of FBA with the aim of simulating time course experiments [16]. In dFBA with static optimization approach (SOA) the simulation time is divided into small periods which are assumed to be in quasi-steady state. For every time step, an FBA problem is solved and the fluxes are integrated over the time period and extracellular concentrations are calculated, accordingly. dFBA was originally applied to simulations of diauxic growth and has been extended, e.g. with regulatory constraints [17–20].

These studies have in common that they are passive in terms of their regulation. A Boolean regulatory model is superimposed on the reaction network by addition of flux constraints that are deduced from the environmental state of the cell. Boolean models of gene regulation generally have the problem that the interplay between the factors is highly complex, therefore it is hard to identify and model the contribution of individual factors satisfactorily.

Several methods have been published that aim to improve flux predictions based on transcriptomic data. However, in an extensive comparison, none of the methods improved the overall outcome (determined by deviation from fluxes measured using ^13^C-labeled substrates) compared to pFBA which does not incorporate transcriptomic data [21]. This indicates that for most cases the constraints introduced prevent the FBA from correctly identifying the parsimonious optimum which better approximates the true flux distribution than the other methods. We therefore decided not to use transcription data directly to constrain the metabolic model (as e.g. in [22–25]), but to simulate mRNA and protein expression explicitly and then deduce constraints depending on these simulated values. Since flux measurement data are only available for steady states, they cannot be used as a benchmark here. We therefore investigate whether the principle behavior of gene expression matches our simulations with the enzymatic capacity constraints and objective functions suggested.

## Results and Discussion

### Correlation of transcriptome data with FBA fluxes

To investigate whether gene expression can serve as an indicator for respective flux rates, we analyzed their correlation. For this, we needed to define thresholds for differential flux rates and differential gene expression. We applied three thresholds for differential gene expression: a minimal fold change between the conditions of 1.25, a minimal mean logCPM value of 2, and a maximum false discovery rate (FDR) corrected P-value of 0.05. In accordance with Zelezniak *et al*. [26] for enzymes consisting of multiple subunits, we used the fold change value for the subunit with the least fold change and for multiple isoenzymes, catalyzing the same reaction, we used the mean of the isoenzymes’ fold changes. Positive correlations between mRNA and protein abundances have been shown in several studies, e.g. [26–28], giving rise to a positive relation of mRNA and maximal enzymatic turnover rate.

To identify reactions with differential flux rates, we first combined fluxes that use the same set of enzymes (same isoenzymes and subunits, according to gene-protein-reaction associations [14, 29]) by applying the sum of absolute flux rates. In this way, reactions that differ only in cofactor usage are lumped together reducing variability of the individual fluxes. We applied two criteria on the flux sums to identify differential fluxes: The threshold for the minimal difference between the respective condition and the anaerobic control was set to 0.25 $\frac{\mathrm{mmol}}{h\cdot \mathrm{gDCW}}$. The second criterion for differential flux rate was non-overlapping intervals in flux variability analysis (FVA).

Fig 2 shows the correlation of flux rate and transcriptome difference with a linear regression. The aerobic steady state expression data correlate well with FBA flux differences with a Spearman rank coefficient of 0.51 and a P-value of 0.003. The linear regression exerts a positive slope, indicating that the relation is also positive. In the following, we want to explore whether this relation appears between a dynamic FBA simulation and transient expression data, as well.

**Fig 2:**
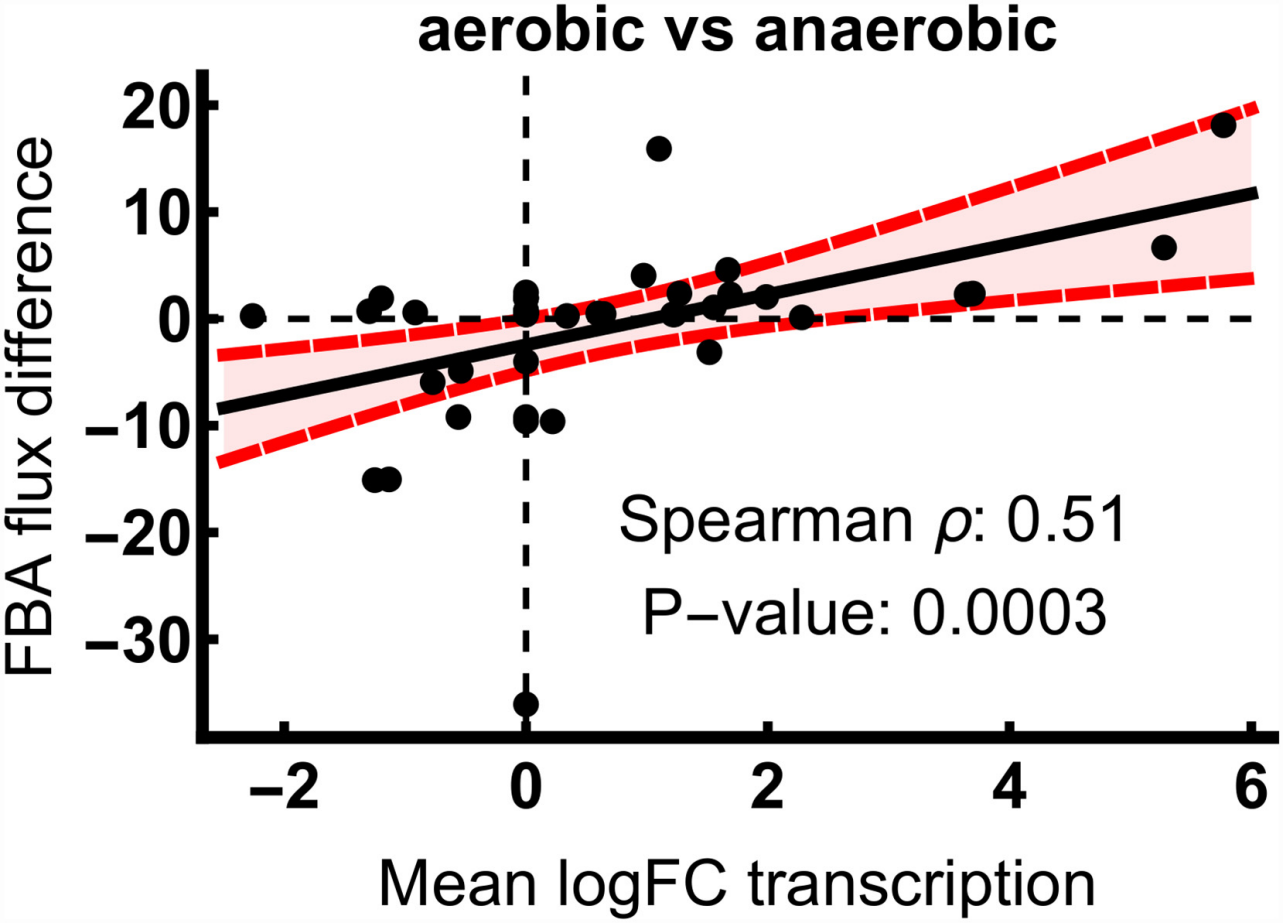
Correlation of transcriptional fold changes with FBA flux rate differences. The difference between the sums of absolute FBA fluxes with identical enzyme composition between anaerobic and aerobic conditions is plotted against the logFC of the associated transcripts. Spearman rank coefficient and P-values are indicated. Linear regression is shown as black line with 95% confidence bands in red.

### Method development

As pointed out, to our best knowledge, none of the previously published methods is able to map fast dynamic gene expression data to dynamically changing fluxes. Short-term data of the aerobic shift [5] suggest that fluxes through main aerobic pathways, such as the ETC, are initially constrained by enzyme availability, assuming a correlation between gene expression and fluxes. 

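The short-term data are RNA sequencing libraries of *E*. *coli* K-12 W3110 in batch culture, taken anaerobically (0 min) and at 5 times from 0.5 to 10 min of aeration, with 3 libraries at each time and 18 in all. rRNA was removed with the RiboZero kit and the libraries were prepared with the TruSeq RNA kit v2. The deposited table holds the authors' raw read counts for 4319 gene symbols. The submitters' processing notes name STAR 2.4.0i and HTSeq 0.6.0. The total count per library ranged from 1584622 to 5100659 at 0 min (median 2867906), from 2367069 to 5424005 at 0.5 min (median 3856297), from 4101860 to 8444892 at 1 min (median 4956140), from 5350904 to 7077117 at 2 min (median 6719140), from 3093126 to 6332454 at 5 min (median 3496060) and from 3587936 to 5969378 at 10 min (median 3716327). The stable RNA gene *ssrA* took 11.9% ± 2.70 of the counts (SD, n = 18 libraries). The rRNA genes took 2.90% to 7.69% at 0 min and 0.332% to 5.06% at the later times. Differential expression was tested here with edgeR's quasi-likelihood test on the counts as deposited, with TMM normalization, all 18 libraries in one fit, and Benjamini-Hochberg adjustment over the 4121 genes with enough counts. A gene was called higher or lower at an adjusted p under 0.05 and a fold change over 2, the thresholds of the paper's methods. Levels are given as CPM on TMM-normalized library sizes, or as RPKM on the plain library totals for the 6 genes whose lengths Table 1 lists. The labels number the libraries of each time 1, 2 and 3 and do not say whether the numbers stand for separate cultures, so the p-values are those of the spread between libraries. The common biological coefficient of variation was 0.169.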

In order to model the dynamically changing fluxes, we conceived a demand-directed dynamic FBA (dddFBA) that integrates a simulation of dynamic gene expression with enzyme kinetic parameters. The method is based on dFBA with SOA [16], where the fluxes are optimized to present conditions only.

In order to capture gene expression dynamics, balance equations for selected mRNA and proteins are set up.

$$\begin{array}{c} \frac{d\;[mRNA_{i}]}{d\;t}=s_{b,i}+R_{i}\left(t\right)\cdot s_{a,i}-\left(\mu +\gamma_{i}\right)\cdot \left[mRNA_{i}\right]\left(t\right) \end{array}$$ (1)

This equation incorporates a basal transcription rate, *s*_*b*,*i*_, reflecting constitutive expression, an activated transcription rate, *s*_*a*,*i*_, that is switched *on* or *off* depending on the regulatory signal *R*_*i*_(*t*) ∈ {0,1}, dilution with the growth rate *μ*, and a gene specific degradation rate, *γ*_*i*_, adopted from Bernstein *et al*. [30].

The value of the regulatory signal determines whether additional transcription is active or not and is directly responsive to the demand for the respective metabolic flux:

$$\begin{array}{c} R_{i}\left(t\right)=\left\{\begin{array}{cc} 0 & j_{i}\left(t\right)<\theta \cdot b_{i}\left(t\right)\\ 1 & j_{i}\left(t\right)\;⩾\;\theta \cdot b_{i}\left(t\right) \end{array}\right. \end{array}$$ (2)

The regulatory threshold parameter, *θ*, which decides whether a demand for the flux is present (defined as the proportion of flux *j*_*i*_(*t*) to flux bound *b*_*i*_(*t*) that triggers regulation) needs to be chosen between 0 and 1. We chose the value 0.6 reflecting that most enzymes are more than half-maximally occupied by their respective substrates (i.e. substrate concentrations are often slightly higher than K_M_ values, [31]). This choice resulted in good agreement between simulation and measurement of gene expression.

The protein concentration [*P*_*i*_] is modeled in a second ordinary differential equation (ODE, Eq 3). Degradation of proteins in *E*. *coli* is negligible on this time scale and so only the dilution term appears in the equation [32].

$$\begin{array}{c} \frac{d\;[P_{i}]}{d\;t}=s_{P,i}\cdot \left[mRNA_{i}\right]\left(t\right)-\mu \cdot \left[P_{i}\right]\left(t\right) \end{array}$$ (3)

$$\begin{array}{c} s_{P,i}=\frac{\tau }{\Lambda_{i}} \end{array}$$ (4)

We assume the parameter for the protein synthesis rate, *s*_*P*,*i*_, to be inversely proportional to the length of the respective gene, Λ_*i*_ (identified using gene-protein-reaction associations), since ribosomes have to travel along the distance of the gene with limited velocity to produce a polypeptide. The proportionality constant, *τ*, cannot be derived from literature values, because mRNA levels are given in the normalized unit RPKM. The value of *τ* may therefore to be chosen to fit the data. In our case it was taken to be equal to 0.6 $\frac{\mathrm{bp}\cdot \mathrm{mmol}}{h\cdot \mathrm{RPKM}\cdot \mathrm{gDCW}}$ (Eq 4). Finally, the upper bounds *b*_*i*_(*t*) for the respective enzyme fluxes result from

$$\begin{array}{c} b_{i}\left(t\right)=k_{cat,i}\cdot \left[P_{i}\right]\left(t\right) \end{array}$$ (5)

The required parameters were either estimated from transitional gene expression data (*s*_*b*,*i*_, *s*_*a*,*i*_), or adopted from the literature (*γ*_*i*_, *k*_*cat*,*i*_, Table 1).

**Table 1:** Parameters for dddFBA modeling.

reaction	gene	gene length	s_b_ $\left[\frac{\mathrm{RPKM}}{\min}\right]$	s_a_ $\left[\frac{\mathrm{RPKM}}{\min}\right]$	γ [*min^-1^*][30]	s_P_ $\left[\frac{\text{nmol}}{\text{min }\;\text{RPKM }\;\text{gDCW}}\right]$	k_cat_ [*s^-1^*]	Ref.
CYTBD	*cydA*	1569	116.3	759.1 ± 311.1	0.187	10.16	11.7	[33]
CYTBO	*cyoB*	1992	2.4	610.9 ± 88.9	0.210	8.07	341	[34]
NADH5	*ndh*	1305	5.9	504.6 ± 106.8	0.210	12.10	15.8	[35]
NADH16	*nuoG*	2727	25.1	30.0 ± 6.9	10.68	5.95	100	[36]
AKGDH	*sucA*	2802	12.1	143.1 ± 25.1	11.76	4.55	49	[37]
PDH	*aceE*	2664	48.1	2334.0 ± 373.2	7.5	3.79	21.9	[38]

*γ* and *k*_*cat*_ values are adopted from the indicated literature. *s*_*b*_ and *s*_*P*_ are directly calculated from measurement data and gene lengths, respectively. *s*_*a*_ values are estimated from the measurement data, according to Eq 6. 95% confidence intervals are given.

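The activated synthesis rate *s*_*a*_ differed widely between the 6 genes. The pyruvate dehydrogenase gene *aceE* had the highest *s*_*a*_, 1213 ± 253 RPKM per min (95% confidence interval of the fit to 18 libraries), and *nuoG* of the proton-translocating NADH dehydrogenase I had the lowest with an interval above 0, 24.6 ± 5.54. The rate was 334 ± 54.4 for *cyoB* of cytochrome bo3 oxidase, 291 ± 65.5 for *ndh*, which encodes NADH dehydrogenase II, and 125 ± 15.8 for *sucA* of 2-oxoglutarate dehydrogenase. For *cydA* of cytochrome bd-I oxidase *s*_*a*_ was 63.1 ± 90.1, an interval that includes 0. With a positive *s*_*a*_ the fitted curve can only rise after the dead time, whereas the measured mean of *cydA* fell after 2 min. The fitted curve of *cydA* lies at 827 RPKM at 10 min, where the measured mean was 433 ± 59.4 (SD, n = 3), after 1350 at 2 min. The interval of its *s*_*a*_ is therefore no measure of the early rise. The fitted dead times were 0 min for *cydA* and *ndh*, 0.135 min for *aceE*, 0.275 min for *nuoG*, 0.815 min for *cyoB* and 1.76 min for *sucA*. Each fit was by least squares to the RPKM of every library at all 6 times, with *s*_*b*_ fixed from the 0 min libraries and the degradation rates of *nuoG*, *sucA* and *aceE* read as per h. Fitted only to the times up to the highest mean, *s*_*a*_ was 558 for *cydA*, 502 for *cyoB* and 1957 for *aceE*, and with the degradation rates per min as labelled it was 1280 for *nuoG*, 5481 for *sucA* and 44375 for *aceE*. In 200 simulated genes the interval held the true rate in 88.5% of the fits when the spread between replicates was constant and in 67.5% when it was proportional to the level, so these intervals are too narrow.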

The method contains elements successfully applied to other methodologies. FBA with molecular crowding (FBAwMC [39]) and metabolic modeling with enzyme kinetics (MOMENT [40]) rely on enzyme turnover numbers and restriction arises from limited space of the cytosol available for proteins. These models successfully predict growth rates in multiple media compositions. Similarly, FBA with membrane economics (FBA-ME) limits the available space for membrane-bound proteins and correctly predicts overflow metabolism [41]. E-FLUX limits upper flux bounds according to enzyme capacity that is directly deduced from expression data [24]. This method requires multiple training data that scale the maximal estimated flux to the range of expression data and deduces relative flux bounds from this scaling. Finally, in regulatory FBA (rFBA [17–19]) a Boolean regulatory network determines whether fluxes are allowed or not. This method describes the successive uptake of different carbon sources.

Opposed to these methods we explicitly take gene transcription and translation into account. We do not use measured gene expression values directly to administer bounds to fluxes. Also, we do not impose a regulatory model to determine gene availability but regarded a high flux in relation to its respective bound as a measure for demand for the corresponding enzyme which triggers expression.

Our method takes on the idea from rFBA of switching genes *on* and *off*, but we apply this to transcription instead of enzyme availability, so that continuous flux bounds are obtained. Furthermore, dddFBA does not need a Boolean regulatory model for gene expression, but relies on the flux demand as the regulatory signal. The size of the protein is a critical parameter determining the readiness of availability of a protein. We considered this by normalization of the translation constant *τ* with the respective gene length. For scaling, enzyme kinetic parameters are applied which limit only the upper bound. In contrast to FBAwMC, MOMENT, or FBA-ME, enzyme production is intrinsically limited by defined synthesis and degradation parameters as well as dilution. Expressed mRNA and protein can be regarded as accumulating compounds. In this way, dynamic effects, such as transient expression, arise.

### Simulation

Simulation of mRNA and protein expression was applied to the reactions and parameters indicated in Table 1. Fig 3 illustrates the short-time upregulation of the MLE reactions CYTBDpp and NADH5 simulated by dddFBA with maximization of growth rate as the objective function. 

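In RPKM (mean ± SD, n = 3 libraries at each time), *cydA* of cytochrome bd-I oxidase rose from 546 ± 20.2 at 0 min to 1350 ± 284 at 2 min. The cytochrome bo3 oxidase gene *cyoB* rose from 10.3 ± 4.04 to 1262 ± 180 at 5 min. The NADH dehydrogenase II gene *ndh* rose from 24.7 ± 3.34 to 1144 ± 204 at 5 min, and the pyruvate dehydrogenase gene *aceE* from 372 ± 50.2 to 6717 ± 1181 at 5 min. The 2-oxoglutarate dehydrogenase gene *sucA* had its highest mean at the last time, with 526 ± 65.7 at 10 min after 58.4 ± 6.58 at 0 min. *nuoG*, of NADH dehydrogenase I, was also highest at 10 min, with 254 ± 2.97 after 134 ± 12.4. By edgeR's quasi-likelihood test of these times against 0 min, the adjusted p was 2.75e-05 for *cydA*, 1.43e-07 for *cyoB*, 9.17e-10 for *ndh*, 4.19e-08 for *aceE* and 3.43e-09 for *sucA*. For *nuoG* it was 0.000211, at a fold change just under 2. From 5 to 10 min the log2 fold change was -0.19 for *cyoB*, -0.51 for *ndh* and -0.24 for *aceE*. The adjusted p from the same test was 0.894, 0.357 and 0.757, so that it did not resolve a decline from the highest mean for these 3 genes. That test does not pair the libraries. In RPKM, on plain library totals, each of the 3 genes was lower at 10 than at 5 min in every replicate number. On TMM library sizes this does not hold for *cyoB* in replicate 1, whose TMM factor was 0.916 at 5 min and 0.866 at 10 min. With the replicate number as a block the change of *ndh* still did not pass. The changes of *cyoB* and *aceE* from 5 to 10 min were not examined with the block, so a paired decline of these genes stays open.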

Measured gene expression is qualitatively resembled by the simulation. Expression of MLE genes in the simulation represents a temporary demand for the respective reaction flux.

**Fig 3:**
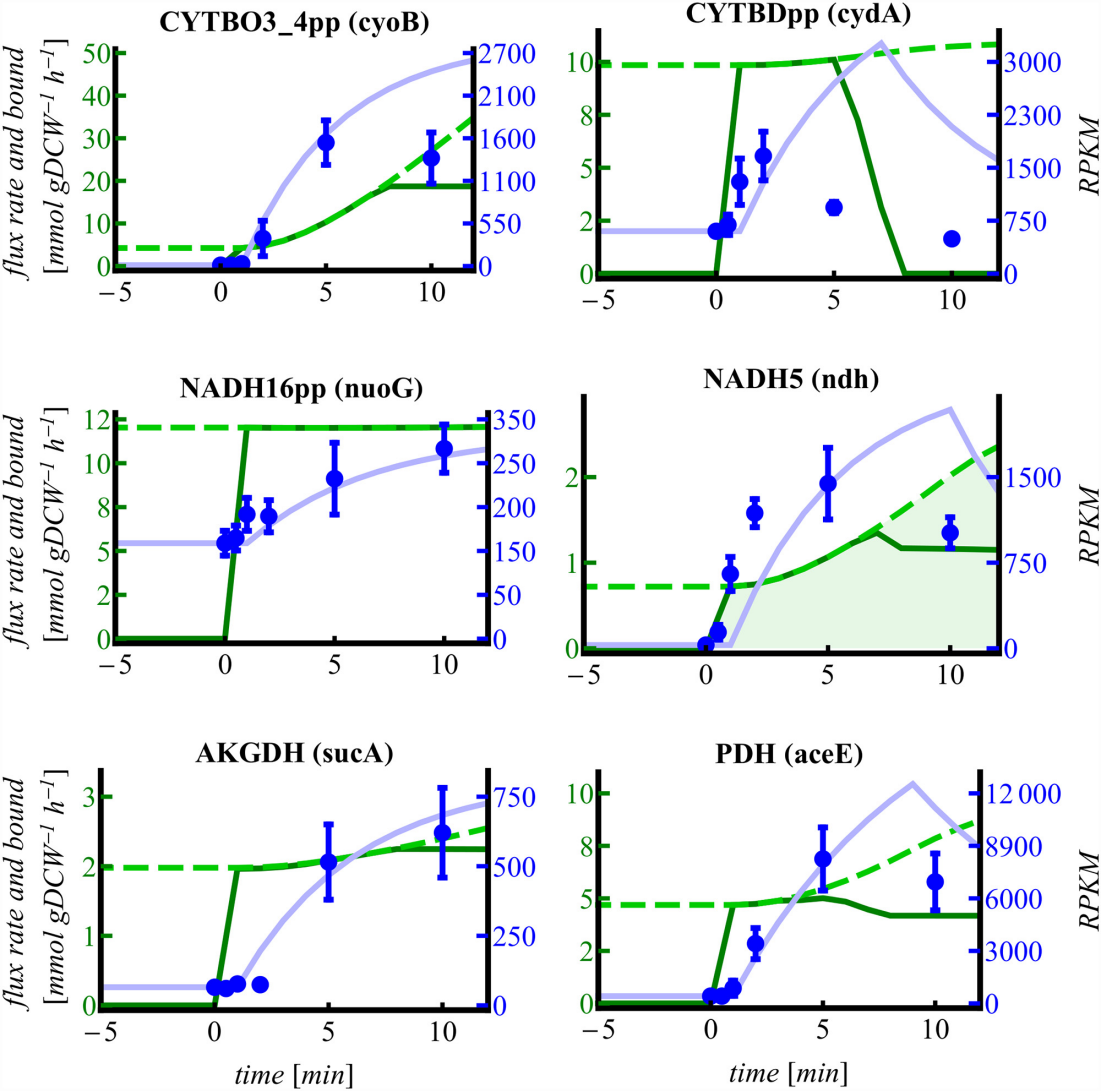
Fluxes of balanced genes in dddFBA. Fluxes are depicted as green lines, upper flux bounds as dashed light green lines, flux variability as shadowed areas and correspond to the left axis; measured mRNA expression as blue dots with standard deviations, and simulated mRNA expression in light blue correspond to the right axis. 0 min denote the onset of aeration.

For FVA, the second optimization of pFBA (minimization of total flux) was omitted and each flux was minimized and maximized keeping the optimal growth rate constant. Flux variability is indicated in Fig 3 by shadowing.

The reaction CYTBDpp (in the following referred to as *cyd*) is MLE compared to CYTBO3_4pp (in the following referred to as *cyo*) as it translocates less protons across the plasma membrane (Fig 1). However, basal anaerobic expression of *cyo* is very low despite its higher aerobic efficiency. 

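At 0 min the 5 genes of the *cyo* operon, which encodes cytochrome bo3 oxidase, stood between 6.09 ± 3.18 CPM for *cyoD* and 19.3 ± 6.54 CPM for *cyoB* (SD, n = 3 libraries). *cyoA* had 12.2 ± 0.81 CPM, *cyoC* 7.26 ± 1.81 and *cyoE* 14.7 ± 1.97. All 5 genes rose by 10 min, also when adjusted over the list alone (5 of 5). At 10 min *cyoA* reached 1863 ± 499 CPM, a log2 fold change of 7.25 (standard error 0.62, adjusted p = 6.81e-08 from edgeR's quasi-likelihood test), and *cyoE* had a log2 fold change of 5.37 (standard error 0.18, adjusted p = 3.21e-12). At 2 min *cyoA* and *cyoB* were already higher, with log2 fold changes of 6.71 and 4.87 (adjusted p = 5.04e-07 and 9.26e-06 from the same test), whereas *cyoC* (1.46, adjusted p = 0.0915), *cyoD* (0.28, adjusted p = 0.712) and *cyoE* (-0.09, adjusted p = 0.807) did not pass. As a list the 5 genes moved up at 10 min with an adjusted p = 5.53e-08 from limma's camera with a preset correlation, and adjusted p = 0.0535 with an estimated correlation. In other splits of the same libraries, camera with the preset correlation also passed lists, 3 to 21 at 2 min and 14 to 28 at 10 min. Here and below, its p alone therefore does not set the times apart from other groupings. The 0 min libraries held only 26 to 152 counts of *cyoB*. At 2 min, 2 of 5 were higher, or 3 when adjusted over the list alone. The log2 fold change of *cyoC* at 2 min passed the test with DESeq2 (1.51), with edgeR's likelihood ratio test (1.53), without 2 min replicate 1 (1.85) and without 2 min replicate 3 (1.82), and the log2 fold change of *cyoD* at 2 min turned to -0.28 without 2 min replicate 2.

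**Figure D1:**
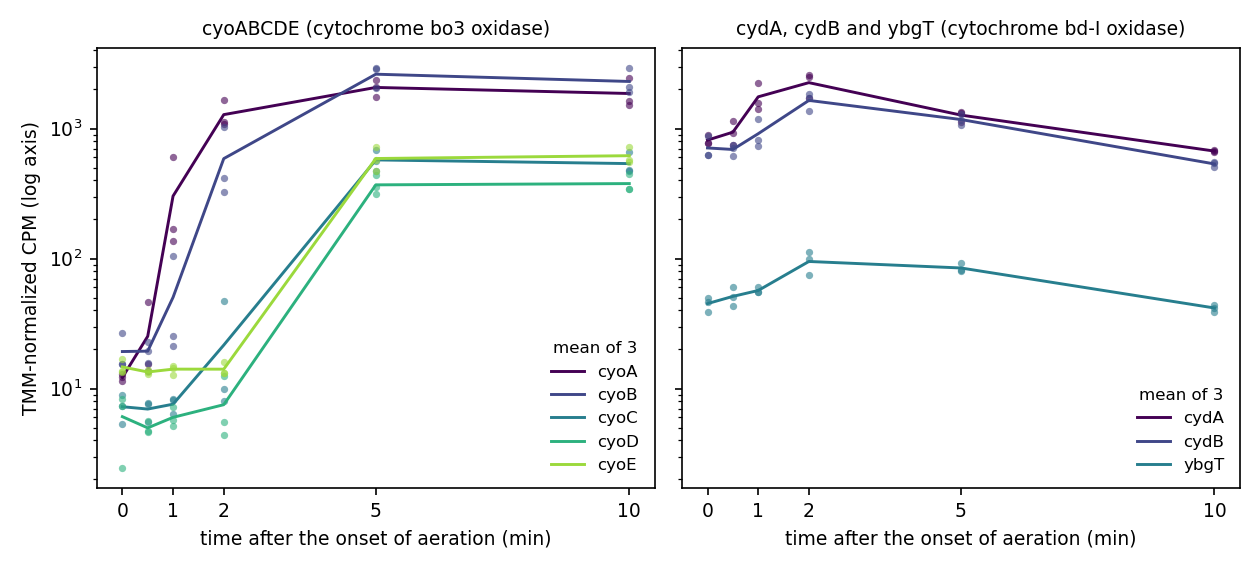
CPM of the *cyo* genes and of the *cyd* genes *cydA*, *cydB* and *ybgT* (the table's symbol for *cydX*) against the time after the start of aeration, in min, on a log axis. Points are the 3 libraries of each time and lines join their means. The *cyo* genes start below 30 CPM and rise one after another, *cyoA* first, then *cyoB*, and the others between 2 and 5 min, while the *cyd* genes rise to 2 min and fall by 10 min.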

The flux through *cyo* reaches its boundary immediately after aeration and expression is turned on. 

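The genes of cytochrome bd-I oxidase rose within the first 2 min. *cydA* had a log2 fold change of 1.11 at 1 min (standard error 0.19, adjusted p = 0.00147 from edgeR's quasi-likelihood test) and of 1.47 at 2 min, when it stood at 2258 ± 477 CPM (SD, n = 3). *cydB* reached 1648 ± 247 CPM at 2 min, a log2 fold change of 1.21 (standard error 0.18, adjusted p = 9.26e-05), and the small subunit gene *cydX*, named *ybgT* in the table, had a log2 fold change of 1.06 (standard error 0.15, adjusted p = 6.56e-05). Of 5 measured genes of the bd oxidases, these 3 were higher at 2 min and none was lower, also when adjusted over the list alone. The list moved up with an adjusted p = 0.00251 from camera and adjusted p = 0.197 with an estimated correlation. At 5 min the log2 fold change over 0 min was 0.64 for *cydA*, 0.73 for *cydB* and 0.89 for *ybgT*, all under the fold threshold. The log2 fold change of *cydA* at 1 min no longer passed without 1 min replicate 2 (0.88), without replicate 2 (0.88) and without replicate 1 (adjusted p = 0.0594), and the log2 fold change of *ybgT* at 2 min no longer passed with library totals only (0.89), without 2 min replicate 2 (0.93), without 0 min replicate 3 (0.96) and without replicate 2 (0.86).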

As long as the *cyo* flux is constrained *cyd* is additionally expressed. Furthermore, *cyd* is expressed higher during anaerobic steady state which is probably due to its higher oxygen affinity enabling it to capture even traces of oxygen [42–44]. 

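Under anaerobic conditions *cydA* stood at 816 ± 64.7 CPM and *cydB* at 710 ± 144 CPM (SD, n = 3 libraries at 0 min). *ybgT* had 45.1 ± 5.53 CPM. *appC* and *appB*, which encode the second cytochrome bd oxidase, had 631 ± 109 and 359 ± 112 CPM. In RPKM, which takes the gene lengths into account, *cydA* exceeded *cyoB* by a ratio of 57.8 ± 18.9 at 0 min, and the ratio ranged from 36.8 to 73.1 over the 3 libraries.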

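Between 2 and 10 min all 3 genes of the *cyd* operon fell. The log2 fold change of 10 min against 2 min was -1.75 for *cydA* (standard error 0.19, adjusted p = 3.42e-06 from edgeR's quasi-likelihood test), -1.62 for *cydB* (standard error 0.18, adjusted p = 3.49e-06) and -1.18 for *ybgT*, the table's symbol for *cydX* (standard error 0.15, adjusted p = 1.31e-05). From 5 to 10 min it was -1.14 for *cydB* and -1.02 for *ybgT*, both past the thresholds, and -0.92 for *cydA* (adjusted p = 0.00922), under the fold threshold. At 10 min *cydA* had returned to 672 ± 11.6 CPM (SD, n = 3), and its difference from 0 min did not pass the test (log2 fold change -0.28, adjusted p = 0.306). *appB* and *appC* of the second cytochrome bd oxidase, with 147 ± 41.3 and 211 ± 48.0 CPM at 10 min, fell below their anaerobic level, by 1.30 and 1.58 on the log2 scale (adjusted p = 0.00371 and 0.000444). They were the 2 of 5 measured bd oxidase genes that were lower at 10 min than at 0 min, also when adjusted over the list alone, and the list as a whole did not pass (adjusted p = 0.0569 from camera, and adjusted p = 0.270 with an estimated correlation).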

When *cyo* reaches its final flux value the *cyd* flux drops to zero and *cyd* expression decreases, accordingly. The fluxes of both *cyo* and *cyd* are not variable indicating that the given flux distributions represent the metabolically and enzymatically most efficient solutions.

NADH5 (referred to as *ndh*) is MLE with respect to NADH16pp (referred to as *nuo*) which translocates protons across the plasma membrane (Fig 1). In contrast to the other MLE gene *cyd*, *ndh* is not transcribed anaerobically. 

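The level of *ndh* at 0 min was 30.9 ± 5.59 CPM (SD, n = 3), from 55 to 139 counts per library. In RPKM it ranged from 20.9 to 26.7 over the 3 libraries. The anaerobic level of *cydA* exceeded that of *ndh* by a ratio of 22.4 ± 3.51 in RPKM.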

The more efficient *nuo* reaction stays constrained throughout the simulation. 

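The *ndh* gene encodes NADH dehydrogenase II and was among the first genes to rise. At 0.5 min it had a log2 fold change of 2.31 (standard error 0.29, adjusted p = 0.000328 from edgeR's quasi-likelihood test), at 152 ± 70.3 CPM (SD, n = 3). At 1 min the log2 fold change was 4.52 (537 ± 145 RPKM) and at 2 min 5.39 (919 ± 109 RPKM). Among the genes higher at 0.5 min with a mean logCPM of at least 2, only *bfd* (3.58), *trxC* (2.43) and *pdhR* (2.40) had larger log2 fold changes than *ndh*.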

Despite its very low anaerobic expression, *ndh* is readily available due to its small size. It consists of a single subunit only, whereas *nuo* is a bulky complex consisting of 13 different subunits. 

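The 13 *nuo* genes changed far less than *ndh* and in different steps. At 5 min 3 of the 13 were higher, *nuoF* with a log2 fold change of 1.16 (standard error 0.15, adjusted p = 9.80e-06 from edgeR's quasi-likelihood test), *nuoC* with 1.02 and *nuoE* with 1.02 (standard errors 0.17 and 0.14). At 10 min 1 of 13 was higher, *nuoK* with 1.11 (standard error 0.25, adjusted p = 0.00225) at 25.1 ± 3.55 CPM (SD, n = 3). The adjusted p of all 13 genes was at most that of *nuoN*, 0.00254, at 10 min, but 12 of them stayed under the fold threshold, from 0.68 for *nuoA* to 1.00 for *nuoF* and *nuoG*. Adjusted over the list alone, the counts were the same. The list moved up at 10 min with a median log2 fold change of 0.84 and an adjusted p = 1.10e-06 from camera, and adjusted p = 0.177 with an estimated correlation. At 5 min *nuoH* (0.13), *nuoI* (-0.22) and *nuoJ* (0.08), which lie further along the operon, were near their 0 min level, and the sign of *nuoJ* turned with library totals only (-0.05), without 0 min replicate 1 (-0.05) and without replicate 1 (-0.11), and that of *nuoH* without 5 min replicate 2 (-0.0017) and without replicate 2 (-0.02). The calls of *nuoC* and *nuoE* at 5 min, both close to the fold threshold, were lost together, which left 1 of 13, with library totals only (0.90 each), without the rRNA, tRNA and *ssrA* genes, a setting chosen after seeing the data (1.00 and 0.99), and without 0 min replicate 1 (1.00 and 0.98), 0 min replicate 3 (0.92 and 0.91), 5 min replicate 1 (0.97 and 0.95), 5 min replicate 2 (0.99 each), replicate 1 (0.94 and 0.91) or replicate 3 (0.98 each). At 10 min 5 of 13 were called without 0 min replicate 2 (*nuoF* 1.11, *nuoG* 1.10, *nuoJ* 1.05 and *nuoM* 1.01 besides *nuoK*) and without replicate 2 (the same genes, 1.05, 1.10, 1.01 and 1.01), 4 without 10 min replicate 2 (*nuoG* 1.06, *nuoL* 1.04, *nuoM* 1.03) and without 10 min replicate 3 (*nuoF* 1.05, *nuoG* 1.04, *nuoM* 1.05), 3 with the replicate number as a block (*nuoF* and *nuoG* 1.01 each) and with only the samples compared (1.00 each), and 0 without replicate 3 (*nuoK* 0.94).

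**Figure D2:**
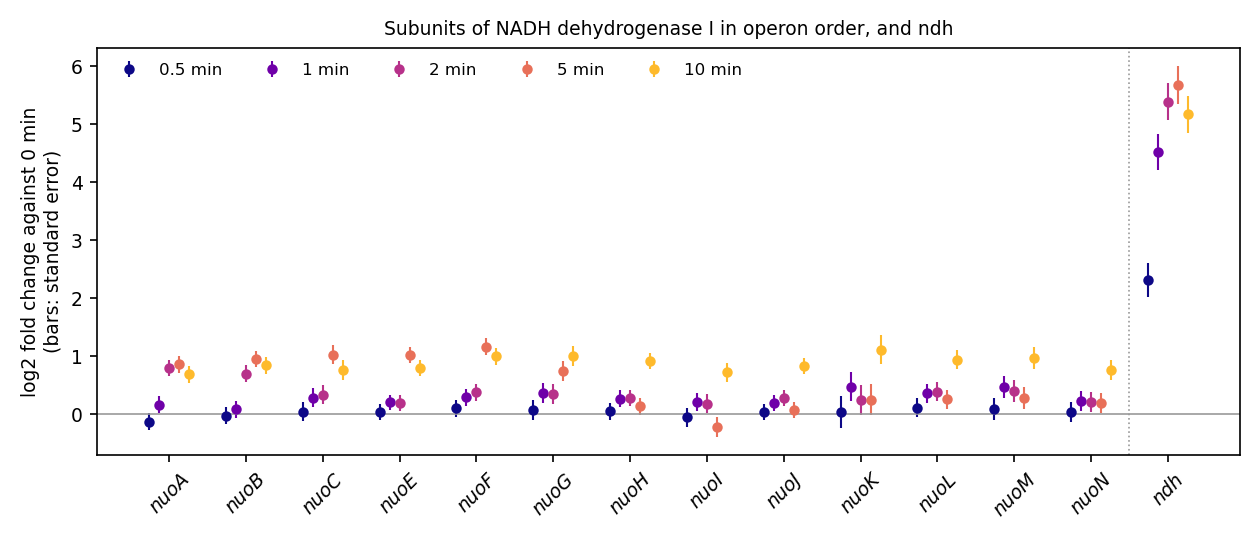
Log2 fold change against 0 min of the 13 *nuo* genes and of *ndh* at the 5 times after the start of aeration (min). Points are the estimates of edgeR's quasi-likelihood fit (n = 3 libraries at each time) and bars are their standard errors, derived from the F statistic of each test. *ndh* reaches 5.68 at 5 min, while no *nuo* gene exceeds 1.16.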

Flux through *ndh* is required for an enzymatically efficient solution throughout the simulation causing an overall efficiency loss.

Variability of *ndh* is high and ranges from zero to the upper flux bound indicating that other solutions exist that are metabolically equally efficient. Alternative pathways that reoxidize NADH are listed in Table 2.

**Table 2:** Alternative pathways for reoxidation of NADH.

reaction name	reaction
**malate dependent way**	
MDH (reverse)	malate + NAD^+^ ⇌ oxaloacetate + NADH + H^+^
MDH2	malate + UQ ⇀ oxaloacetate + UQH_2_
**lactate dependent way**	
LDH_D (reverse)	lactate + NAD^+^ ⇌ pyruvate + NADH + H^+^
LDH_D2	lactate + UQ ⇀ pyruvate + UQH_2_
**succinate dependent way**	
MDH (reverse)	malate + NAD^+^ ⇌ oxaloacetate + NADH + H^+^
MDH3	malate + MQ ⇀ oxaloacetate + MQH_2_
FRD2	fumarate + MQH_2_ ⇀ succinate + MQ
SUCDi	succinate + UQ ⇀ fumarate + UQH_2_

The malate dependent way overlaps with the TCA cycle. MDH transfers electrons from malate to NAD^+^ yielding oxaloacetate and NADH. However, as *nuo* is limited and unable to efficiently reoxidize all NADH generated, the MLE reaction MDH2 assists. This reaction skips NADH and directly transfers the electrons from malate to ubiquinone. However, under *nuo* constrained conditions, MDH2 becomes enzymatically more efficient as it skips the second reaction. This explains the relatively high flux through MDH2 compared to MDH and the high variability of both reactions (Fig 4a and 4b). 

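The malate dehydrogenase gene *mdh* and the malate:quinone oxidoreductase gene *mqo* both rose. *mdh* went from 220 ± 44.6 CPM at 0 min to 2342 ± 174 at 10 min (SD, n = 3), with log2 fold changes of 1.85 at 2 min, 3.15 at 5 min and 3.41 at 10 min (standard error 0.27, adjusted p = 2.67e-08 at 10 min from edgeR's quasi-likelihood test). *mqo* started from 9.56 ± 0.98 CPM and reached 607 ± 56.4. Its log2 fold change was 1.81 at 1 min, 3.75 at 2 min, 5.09 at 5 min and 5.98 at 10 min (standard error 0.40, adjusted p = 3.26e-09 at 10 min). *mdh* did not pass the test at 1 min (0.83, adjusted p = 0.0809).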

Expression of both genes, *mdh* catalyzing MDH and *mqo* catalyzing MDH2 increase after oxygenation indicating the demand for both enzymes (Fig 5a and 5b).

**Fig 4:**
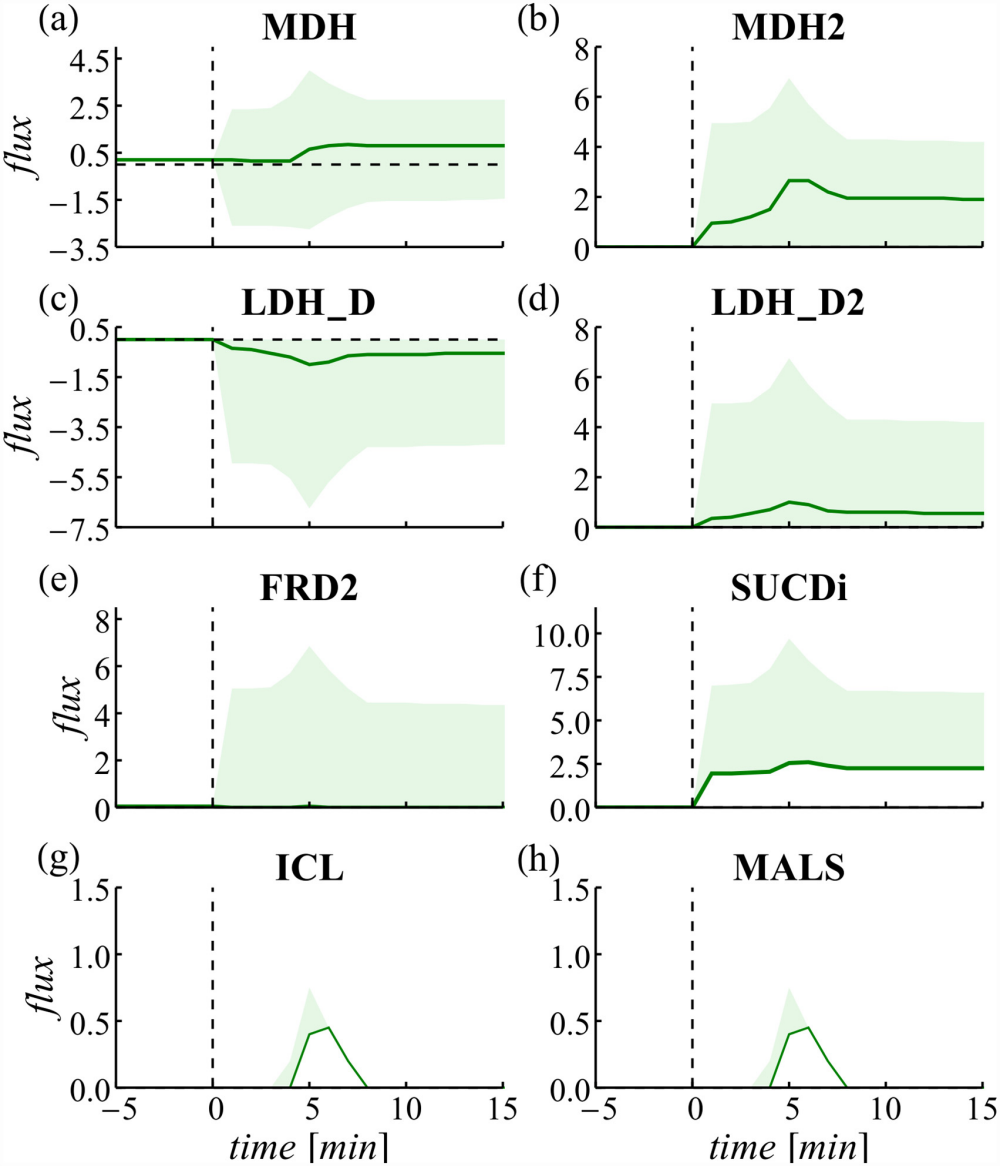
Fluxes of unbalanced reactions in dddFBA. The pFBA solution with minimized squared fluxes is given in black. The shadowed area indicates flux variability.

**Fig 5:**
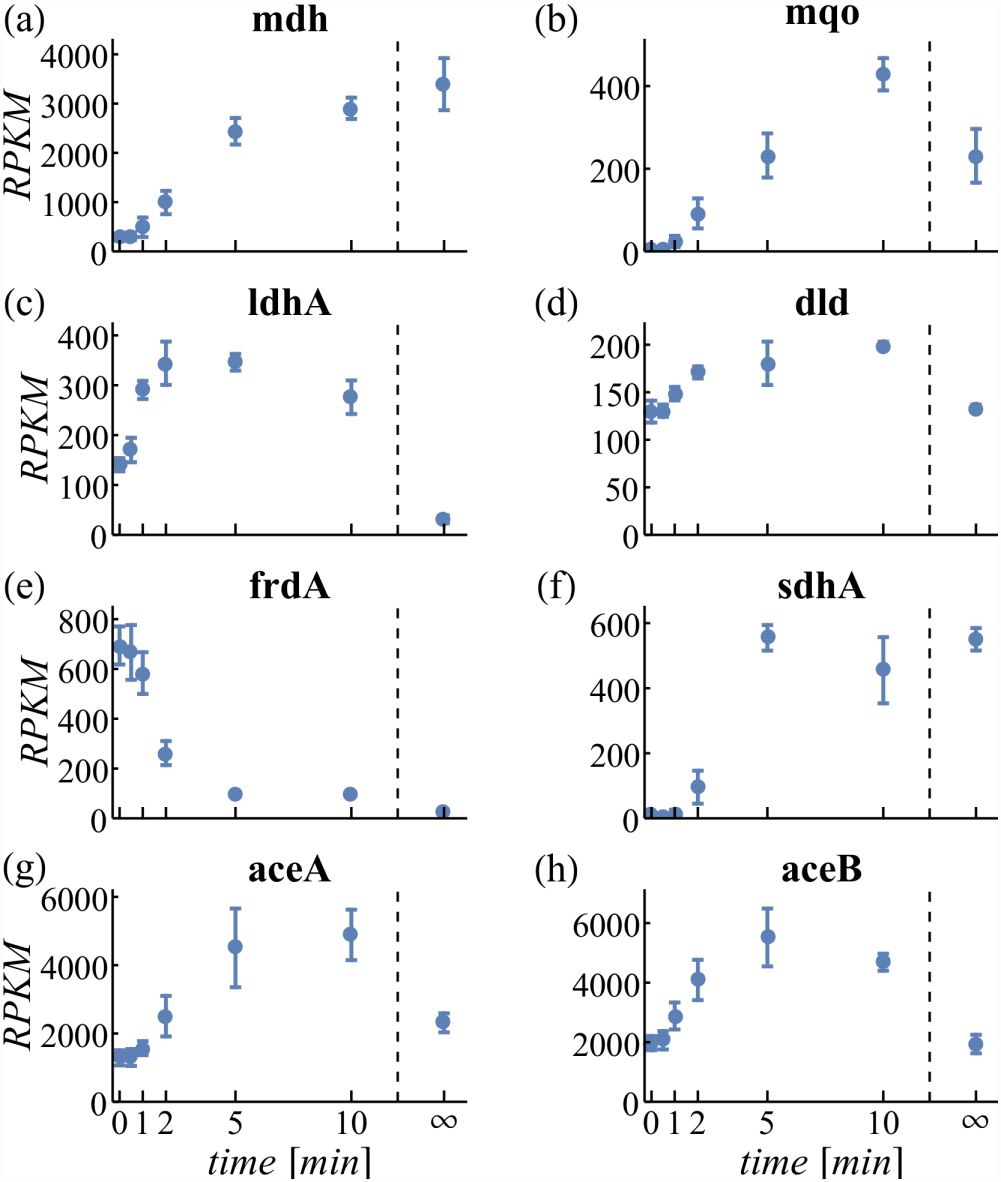
Expression of unbalanced genes. RPKM values of the indicated genes are given with standard deviation. ∞ denotes the aerobic steady-state expression level.

Fluxes through LDH_D and LDH_D2 constitute an ELE alternative pathway for NADH reoxidation (c.f. Table 2). Variation for these pathways is high and the pFBA solution predicts a much lower flux usage because of the increased enzyme demand. Still, a slight overexpression of both corresponding genes could indicate a demand for this functionality (Fig 5c and 5d).

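The D-lactate dehydrogenase gene *ldhA* rose at 1 min, with a log2 fold change of 1.03 (standard error 0.14, adjusted p = 0.000103 from edgeR's quasi-likelihood test), from 119 ± 11.8 CPM at 0 min to 245 ± 17.0 (SD, n = 3). Its log2 fold change was 1.29 at 2 and at 5 min and 0.97 at 10 min, where it was under the fold threshold. *dld*, which encodes the quinone-dependent D-lactate dehydrogenase, went from 191 ± 15.5 CPM to 294 ± 4.74 at 10 min, a log2 fold change of 0.62 (standard error 0.10, adjusted p = 0.000117), and stayed under the fold threshold at every time. The operon for L-lactate use rose more, with log2 fold changes at 10 min of 3.12 for *lldP*, 3.22 for *lldD* and 2.96 for *lldR*. These were the 3 of 5 lactate genes higher at 10 min, also when adjusted over the list alone, and none was lower. The list moved up with an adjusted p = 6.22e-05 from camera and adjusted p = 0.0535 with an estimated correlation. The log2 fold change of *ldhA* at 10 min passed the fold threshold without 0 min replicate 1 (1.02), without 0 min replicate 3 (1.01) and without 10 min replicate 2 (1.07).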

Flux through the succinate dependent pathway is not simulated since both, FRD2 and SUCDi, operate at their respective minima (Fig 4e and 4f). 

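The 4 genes of the *frd* operon, which encodes fumarate reductase, fell. At 10 min the log2 fold change was -2.85 for *frdA* (standard error 0.17, adjusted p = 7.38e-10 from edgeR's quasi-likelihood test), -2.98 for *frdB*, -3.09 for *frdC* and -2.42 for *frdD*. *frdA* went from 1077 ± 119 CPM at 0 min to 149 ± 10.1 (SD, n = 3). At 2 min *frdA* (-1.41, adjusted p = 3.81e-06) was already lower, *frdB* (-0.69) and *frdC* (-0.33) were under the fold threshold, and *frdD* was at 0.03, or at -0.14 with library totals only. Of 11 genes of fumarate respiration and C4-dicarboxylate transport, 8 were lower at 10 min and none was higher, also when adjusted over the list alone. Among them, *fumB*, the fumarase used without oxygen, fell by 2.96 on the log2 scale, and the aspartase gene *aspA* was already at -1.54 at 2 min. The list moved down with an adjusted p = 1.20e-10 from camera and adjusted p = 0.0535 with an estimated correlation.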

Expression of the characteristic protein (encoded by the *frd* operon, Fig 5e) decreases, substantiating the estimated absence of this pathway.

Both C-catabolizing reactions AKGDH and PDH are required for aerobic growth (Fig 3). 

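By 10 min the genes of pyruvate dehydrogenase and of the TCA cycle had all risen, some later than others. All 4 genes of the pyruvate dehydrogenase list were higher at 10 min. *aceE* had a log2 fold change of 3.03 at 2 min and of 4.06 at 10 min (standard error 0.34, adjusted p = 5.58e-08 from edgeR's quasi-likelihood test), *aceF* of 3.97, *lpd* of 3.94 and the regulator gene *pdhR* of 3.65 at 10 min. The 2-oxoglutarate dehydrogenase genes *sucA* and *sucB* came later. *sucA* was at 0.18 at 2 min (adjusted p = 0.627) and at 2.98 at 5 min (standard error 0.21, adjusted p = 1.17e-08), and *sucB* had 1118 ± 252 CPM at 10 min (SD, n = 3) after 148 ± 12.7 at 0 min, a log2 fold change of 2.92. In all, 11 of 16 TCA cycle genes were higher at 2 min and 16 of 16 at 10 min, none was lower, and the counts adjusted over the list alone were the same. At 10 min *sdhA* of succinate dehydrogenase had a log2 fold change of 5.37, the isocitrate dehydrogenase gene *icd* of 4.00 and *sucD* of succinyl-CoA synthetase of 3.33. At 10 min the pyruvate dehydrogenase list moved up with an adjusted p = 2.32e-06 from camera and the TCA cycle list with 4.17e-18, each with an adjusted p = 0.0535 with an estimated correlation. At 2 min the TCA cycle list had an adjusted p = 0.197 with an estimated correlation.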

Their flux is initially constrained resulting in activated transcription which is in good qualitative agreement with the measured data. PDH which forms the connector between glycolysis and the TCA cycle is released earlier from the upper bound constraint resulting in elevated flux through the TCA cycle that is still constrained (by AKGDH). This imbalance is resolved by the temporary utilization of the glyoxylate shunt reactions ICL and MALS (Fig 4g and 4h). The glyoxylate shunt omits several energy conserving steps of the TCA and thus can be perceived as MLE. Transient overexpression of both glyoxylate shunt genes, *aceAB* (Fig 5g and 5h), supports the simulation result.

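*aceB*, which encodes malate synthase A, and *aceA*, which encodes isocitrate lyase, both rose. *aceB* had a log2 fold change of 1.48 at 5 min (standard error 0.18, adjusted p = 5.98e-06 from edgeR's quasi-likelihood test) and of 1.25 at 10 min, from 2706 ± 315 CPM at 0 min to 7565 ± 1396 at 5 min and 6451 ± 400 at 10 min (SD, n = 3). *aceA* had a log2 fold change of 1.81 at 5 min (standard error 0.23, adjusted p = 9.76e-06) and of 1.93 at 10 min, from 1440 ± 241 CPM to 5482 ± 851. From 5 to 10 min the log2 fold change was -0.23 for *aceB* (adjusted p = 0.586) and 0.12 for *aceA* (adjusted p = 0.843), neither of which passed the test, and that of *aceA* turned to -0.08 without 5 min replicate 3. Of the 4 genes of the glyoxylate shunt list, *aceB*, *aceA* and *aceK* (1.90) were higher at 10 min, also when adjusted over the list alone, and the malate synthase G gene *glcB* was at 0.22 (adjusted p = 0.195). The list moved up with an adjusted p = 0.00243 from camera and adjusted p = 0.213 with an estimated correlation. The log2 fold change of *aceB* at 2 min was 1.05 and no longer passed with library totals only (0.89), without 2 min replicate 1 (0.97), without 2 min replicate 2 (0.97), without 0 min replicate 3 (0.97), without replicate 1 (0.94) and without replicate 2 (0.99).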

### Parameter sensitivity

For the presented method parameter sensitivity was analyzed qualitatively by parameter variation. Results of variations of the global parameters translation constant *τ* (Eq 4) and regulatory threshold *θ* (Eq 2, S1 Fig) as well as of the enzyme turnover numbers of CYTBO3_4pp and AKGDH (S2 Fig) are illustrated.

*θ* is varied between the columns of S1 Fig from 0.1 over 0.6 (the value applied in Figs 3 and 4) to 0.9. The observed fluxes prove to be insensitive towards *θ*, only the duration of the expression is influenced *θ* (e.g. expression of *cyo*, encoding the CYTBO3_4pp enzyme, ceases earlier with increasing *θ*, S1a–S1c Fig). *τ* is varied between the rows of S1 Fig. As this parameter determines the height of the upper bound, it influences both, expressions and fluxes. At the intermediate *θ* of 0.6 and a low *τ* of 0.3 $\frac{\mathrm{bp}\cdot \mathrm{mmol}}{h\cdot \mathrm{RPKM}\cdot \mathrm{gDCW}}$, flux through the MLE reaction NADH5 is bounded until it reaches its steady-state value after approximately 35 min (S1b Fig). The initial upper bounds increase linearly with the translation constant and so do the fluxes through the more efficient enzymes. At a *τ* of 0.6 $\frac{\mathrm{bp}\cdot \mathrm{mmol}}{h\cdot \mathrm{RPKM}\cdot \mathrm{gDCW}}$, NADH5 is only bounded until 8 min, whereas no demand for this flux exists any more at a *τ* of 0.9 $\frac{\mathrm{bp}\cdot \mathrm{mmol}}{h\cdot \mathrm{RPKM}\cdot \mathrm{gDCW}}$ (S1e and S1h Fig) since the more efficient NADH16pp is unrestricted.

Similarly, the turnover numbers of the enzymes influence the respective fluxes. We exemplify this by bisection and doubling of the turnover numbers of CYTBO3_4pp and AKGDH leaving both *τ* and *θ* constant at 0.6 (S2 Fig). Again, upper bounds increase linearly with the turnover number, which subsequently decreases the duration of bounded flux and expression (c.f. AKGDH in S2a–S2c Fig). The reduced demand also influences related MLE reactions, such as CYTBDpp whose demand decreases with increasing CYTBO3_4pp turnover (S2b, S2e and S2h Fig).

## Conclusions

Based on the objective function of growth maximization and parsimonious enzyme usage, which are both reasonable assumptions from an evolutionary point of view, and constraints of upper flux bounds reflecting gene expression we simulated mRNA expression using an “on demand” regulatory model to check consistency with measured mRNA. This is in contrast to other methods that incorporate mRNA expression data directly in flux constraints. The presented dddFBA method introduced is able to qualitatively describe the transient overexpression of multiple genes observed during a shift experiment from anaerobic to aerobic conditions. 

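A rise followed by a fall within 10 min was found for 19 genes that were higher at 2 min than at 0 min and then had an adjusted p under 0.05 for a fall from 2 to 10 min, with no fold threshold on the fall, of 171 higher at 2 min, and for 8 genes with the same course around 5 min, with 5 genes in both groups. Besides the *cyd* genes, the group at 2 min held *trxC* and *grxA*, which encode thioredoxin 2 and glutaredoxin 1, and *ahpF* of alkyl hydroperoxide reductase. *trxC* rose to 211 ± 47.4 CPM at 2 min (SD, n = 3), a log2 fold change of 3.79, and changed by -1.21 from 2 to 10 min (standard error 0.19, adjusted p = 0.000114 from edgeR's quasi-likelihood test). *grxA* had 2.30 and then -1.17 (adjusted p = 0.000552), and *ahpF* 2.06 and then -0.77 (adjusted p = 0.000779). *yfiD*, which encodes a subunit that replaces the damaged part of pyruvate formate-lyase, had 2.26 at 2 min and then -1.67 (adjusted p = 0.000126). In the group at 5 min, *rpoE*, the gene of an envelope stress sigma factor, rose to 1216 ± 84.2 CPM, a log2 fold change of 1.05, and changed by -0.99 from 5 to 10 min (adjusted p = 0.000114). With library totals only its log2 fold change at 5 min was 0.92, under the fold threshold. At 10 min 4 of the 19 and 3 of the 8 were still called higher than at 0 min. The group at 2 min held 11 genes without replicate 2, 12 without 2 min replicate 2 and 12 without 10 min replicate 3, and the group at 5 min held 14 genes with the replicate number as a block and 3 with library totals only. The group at 5 min held 3 without 5 min replicate 1, 22 without 10 min replicate 1, 4 without 10 min replicate 2, 5 without 10 min replicate 3, 3 without replicate 2 and 5 without replicate 3. From the measured transient expression of MLE genes such as *cydA* and its return in the simulation, the paper offers low availability of the more efficient enzymes as a possible reason for a temporary use of less efficient ones.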

Several overexpressed genes can be classified as MLE or ELE (according to [8]) and thus are not detected by conventional FBA methods. With the introduction of additional constraints arising from gene expression that is directed by the demand for the respective flux we are able to correctly describe transient overexpression. Furthermore, it even enables prediction of temporary fluxes of reactions whose respective enzymes are not explicitly balanced in the model. Qualitatively, the emergence of these temporary fluxes is supported by gene expression data.

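Among the genes of the reactions that are not balanced in the model, those of malate oxidation, *mdh* and *mqo*, rose between 2 and 10 min. From 2 to 10 min the log2 fold change was 1.56 for *mdh* (standard error 0.25, adjusted p = 0.000179 from edgeR's quasi-likelihood test) and 2.23 for *mqo* (standard error 0.31, adjusted p = 3.94e-05). For *ldhA* it was -0.31 (adjusted p = 0.105), for *dld* 0.23 (adjusted p = 0.117) and for *aceB* 0.20 (adjusted p = 0.458), none of which passed the test. *aceA* was at 0.97, under the fold threshold (adjusted p = 0.00448). From 5 to 10 min the log2 fold change was 0.26 for *mdh*, 0.89 for *mqo*, -0.32 for *ldhA* and 0.15 for *dld*, with adjusted p of 0.661, 0.131, 0.242 and 0.518. Within 10 min a decline from an earlier level was thus not resolved for these genes by this test (n = 3 libraries at each time). It does not pair the libraries, and *mdh*, *mqo*, *ldhA* and *dld* were not examined from 5 to 10 min with the replicate number as a block.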

Yet, the applicability of this method to other problems is limited. Experimental data are required for parametrization of the model since the estimated transcription rates vary considerably (Table 1).

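The fitted rates ranged over more than an order of magnitude between the genes, also relative to the basal rate. The ratio of *s*_*a*_ to *s*_*b*_ was 151 for *cyoB*, 54.9 for *ndh*, 25.2 for *aceE*, 10.7 for *sucA*, 1.01 for *nuoG* and 0.605 for *cydA* (fits to 18 libraries). The ratio of *cydA* is poorly determined, as its *s*_*a*_ of 63.1 ± 90.1 RPKM per min (95% confidence interval) does not exclude 0. A curve that can only rise was fitted there to a mean that fell from 1350 RPKM at 2 min to 433 at 10 min. The low ratio therefore does not show that activation of *cydA* was absent. Fitted only to the times up to the highest mean, the ratio was 5.34 for *cydA*, 227 for *cyoB* and 40.7 for *aceE*, and with gamma per min as labelled 15.9 for *aceE*. With dilution and degradation together, the mRNA half-lives used in these fits lay between 3.23 min for *cyoB* and *ndh* and 5.36 min for *aceE*.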

Still, much can be deduced from this modeling approach: (1), it is reasonable to constrain reaction fluxes with respect to gene expression, (2), limited transcription rates can be conceived as being causal to the (temporary) assignment of less efficient enzymes, (3), constraints on several key enzymes suffice to predict transient behavior of other reactions, as well, and (4), modeling regulation of gene expression in an “on demand” fashion in a pFBA framework with growth optimization results in a realistic gene expression pattern.

A number of simplifications had to be taken to keep the model feasible. We did not account for posttranscriptional or posttranslational modifications that might restrain enzyme activity. Metabolic regulation can be another source for impaired enzyme functioning. However, by applying only a maximal upper bound on the fluxes solutions with inhibitors are still included. Transcription and translation can be seen as transport processes as polymerases and ribosomes migrate along the polynucleotides. The ODEs in Eqs 1 and 3 do not account for that. Instead, translation increases instantaneously with transcription, which is reasonable for *E*. *coli* as both processes occur simultaneously at the same RNA molecule.

In reality, gene expression is not the only limitation applying when optimizing cellular enzyme composition. A multitude of constraints are probably effective, including, (1), membrane occupancy by glucose uptake and ETC proteins [41], (2), molecular crowding of cytoplasm that limits total amounts of translated proteins [39], (3), cells need to find a reasonable tradeoff between growth rate and energetic efficiency, also taking the costs of gene expression into account [6, 45, 46], (4), during a shift of the external conditions, minimal and fast dynamic adjustment of gene expression are required [7], (5), in a dynamic setting, competition for limited RNA polymerases, ribosomes, and tRNAs applies [47], and (6), hampered availability of large protein complexes is also conceivable, e.g. by chaperone efficiency.

These constraints are hard to describe through modeling and even harder to parametrize, especially in a dynamic setting. However, depending on the specific problem and the objective of the modeling, not all limitations need to be taken into account, as demonstrated by the good agreement of the dddFBA simulation with gene expression data.

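In RPKM, the ratio of *ndh*, for NADH dehydrogenase II, to *nuoG* of NADH dehydrogenase I was 0.187 ± 0.035 at 0 min (SD, n = 3) and then 0.864 ± 0.337 at 0.5 min, 3.23 ± 0.34 at 1 min, 6.03 ± 0.20 at 2 min, 5.64 ± 0.83 at 5 min and 3.31 ± 0.07 at 10 min. The ratio of *cydA* of cytochrome bd-I oxidase to *cyoB* of cytochrome bo3 oxidase was 62.1 ± 13.4 at 0.5 min, 64.4 ± 34.0 at 1 min, 5.89 ± 2.49 at 2 min, 0.624 ± 0.066 at 5 min and 0.384 ± 0.089 at 10 min. All 3 libraries lay above 1 up to 2 min and below 1 from 5 min on. At 1 min the ratio of *cydA* to *cyoB* ranged from 27.5 to 94.5 between the libraries.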

The data show that MLE enzymes seem to be expressed during the transition from anaerobic to aerobic conditions. Here, we present evidence that this might be due to low availability of the more efficient enzymes. Expression of the MLE enzymes helps to overcome this situation and to increase growth rate, however, this is at the cost of additional gene expression. In a large scale bioreactor with frequently-changing oxygen availability, this finding might be part of the explanation for the observed reductions in growth rate (up to 30%, [48]). Furthermore, as oxygen triggers such a large perturbation, with transiently more than 20% genes of the genome differentially expressed [5], these genes are likely to occupy a good portion of the transcription and translation machinery. These polymerases and ribosomes might then be unavailable for expression of recombinant proteins (up to 94% loss reported, [48]). 

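Counting both thresholds, 14 genes were changed at 0.5 min (12 higher and 2 lower), 101 at 1 min (71 and 30), 251 at 2 min (171 and 80), 477 at 5 min (266 and 211) and 545 at 10 min (302 and 243), from edgeR's quasi-likelihood test with 3 libraries at each time. At 1 time or more, 598 genes were changed, or 13.8% of the 4319 genes. At an adjusted p alone, without the fold threshold, the number was 1246, or 28.8%. Among the largest increases at 10 min were those of *sodA*, the manganese superoxide dismutase, with a log2 fold change of 7.34 (standard error 0.40, adjusted p = 4.27e-10), of the *cyo* genes and of iron acquisition genes such as *fhuF* (6.36) and *entC* (5.89). Among the largest decreases at 10 min were those of the nitrite reductase genes *nrfA* (-5.47, adjusted p = 5.35e-07) and *nirB* (-5.14) and of the nitrate reductase gene *narG* (-4.74). At 2 min *fhuF* had reached 6.43, the succinate dehydrogenase gene *sdhC* 5.55 and *entC* 5.49, and *ydjY* and *ydhY* were at -3.83 and -3.62. Of 35 lists of genes, 34 had at least 3 tested members. Of these, 20 passed camera at 2 min and 24 at 10 min, and with an estimated correlation 1 passed at 2 min and none at 10 min (lowest adjusted p = 0.0535). Other splits of the same libraries gave 3 to 21 lists at 2 min and 14 to 28 at 10 min with the preset correlation. With library totals only, the median log2 fold change of all genes moved from -0.01 to -0.17 at 2 min, where 147 genes were then higher and 125 lower (54.0% higher against 68.1%), and from -0.05 to -0.18 at 5 min, where the balance turned to 236 higher and 248 lower (48.8% against 55.8%). The mean rRNA share was highest at 0 min, though not in replicate 2, where it was highest at 0.5 min. Without the rRNA, tRNA and *ssrA* genes, a setting chosen after seeing the data, 256 genes were changed at 2 min and 544 at 10 min. The count at 0.5 min was 9 without 0.5 min replicate 2, 5 without replicate 2 and 8 without replicate 3.

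**Figure D3:**
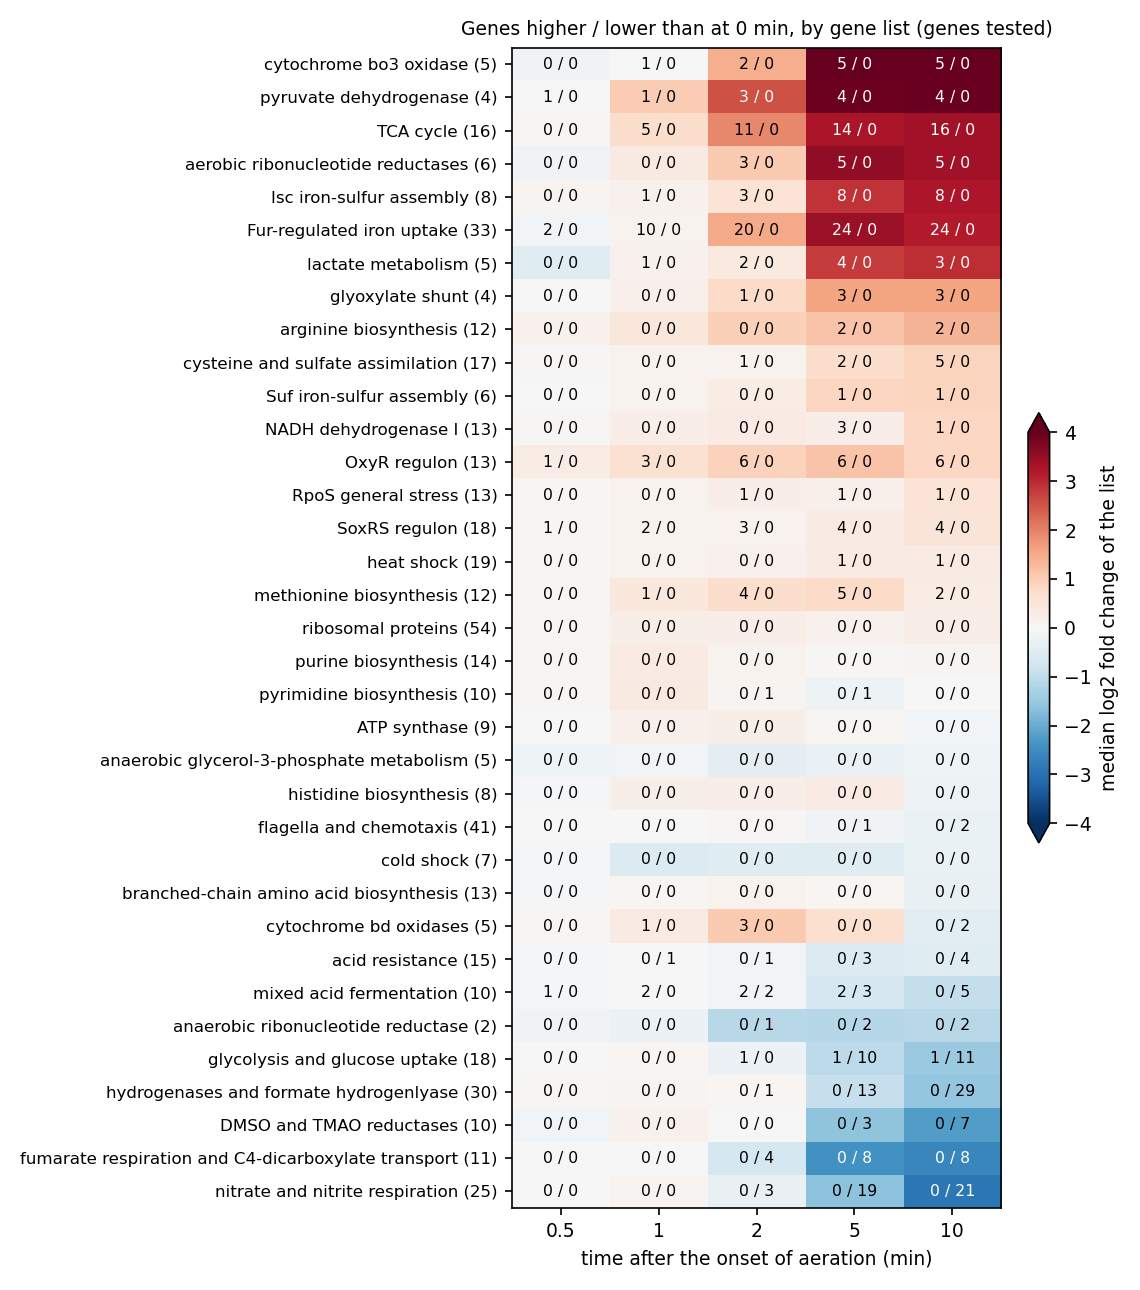
Median log2 fold change against 0 min of 35 lists of genes at the 5 times after the start of aeration (min), as colors from blue (lower) to red (higher). The numbers in each field are the members called higher and lower by edgeR's quasi-likelihood test. The *cyo* list has the highest median at 10 min, 6.12, and the nitrate and nitrite respiration list the lowest, -2.90.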

In the long run, cells will need to adapt to the frequently but nonuniformly changing oxygen supply.

## Materials and Methods

### Data source

We used a dataset of short-time RNA sequencing after an anaerobic to aerobic shift of an *E*. *coli* batch culture available through NCBI’s Gene Expression Omnibus [49] via the GEO Series accession number GSE71562 [5]. The Bioconductor package edgeR [50] was applied for statistical analysis. Read counts were transformed to counts per million (CPM) taking into account the different library sizes. Normalization with the respective gene lengths yields reads per kilobase per million reads (RPKM), which are used for estimating RNA synthesis parameters. A negative binomial model was fitted with the count data and the common and tag-wise dispersions were estimated. Subsequently, a generalized linear model was fitted to the data and p-values were calculated. The resulting p-values were corrected for multiple testing using the FDR method [51]. Genes with p-values of less than 0.05 and absolute fold change greater than 2 were assumed differentially expressed.

### Parameter estimation

From the time course of RPKM values of a gene, synthesis parameters were estimated. This was accomplished by fitting the parameters basal synthesis rate (*s*_*b*,*i*_), activated synthesis rate (*s*_*a*,*i*_, both in $\frac{\mathrm{RPKM}}{\min}$), and the dead time (*T*_*d*,*i*_, in min) of the ordinary differential equation (ODE) Eq 6. Degradation rates (*γ*_*i*_) were adopted from the study of Bernstein *et al*. [30]. The squared brackets denote the concentration of the respective entity.

$$\begin{array}{c} \frac{d\;[mRNA_{i}]}{d\;t}=s_{b,i}+\Theta \left(t-T_{d,i}\right)\cdot s_{a,i}-\left(\mu +\gamma {}_{i}\right)\cdot \left[mRNA_{i}\right]\left(t\right) \end{array}$$ (6)

$$\begin{array}{c} \Theta \left(t\right)=\left\{\begin{array}{cc} 0 & t<0\\ 1 & t\;⩾\;0 \end{array}\right. \end{array}$$ (7)

ODE Eq 6 is analogous to ODE Eq 1, only that the regulatory signal is replaced by the Heaviside function Θ(*t*−*T*_*d*,*i*_). The model (Eqs 6 and 7) incorporates a basal synthesis rate that is assumed to be always active. An additionally activated synthesis rate supports gene expression when the Heaviside function (Eq 7) switches from 0 to 1 after a delay of *T*_*d*,*i*_. Transcribed mRNA_i_ is actively degraded with a certain *γ*_*i*_ and diluted with the growth rate *μ*.

Assuming only basal synthesis for genes that are known to be inactive in an anaerobic environment the initial condition of Eq 6 simplifies to (with Θ(0) = 0)

$$\begin{array}{c} \left[mRNA_{i}\right]\left(0\right)=\frac{s_{b,i}}{\mu +\gamma_{i}}. \end{array}$$ (8)

Inserting RPKM values of a steady state anaerobic culture yields the parameters *s*_*b*,*i*_. 

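The basal synthesis rates from the 0 min libraries spread over the 6 genes from 2.21 ± 0.87 RPKM per min for *cyoB* and 5.30 ± 0.71 for *ndh* (SD, n = 3 libraries) to 48.1 ± 6.49 for *aceE* and 104 ± 3.86 for *cydA*. *sucA* had 11.7 ± 1.32 and *nuoG* 24.4 ± 2.26. Each rate is the RPKM at 0 min multiplied by the sum of the growth rate of 0.26 per h and the degradation rate of Table 1, with the degradation rates of *nuoG*, *sucA* and *aceE* read as per h. Taken per min as Table 1 labels them, *s*_*b*_ was 1427 for *nuoG*, 687 for *sucA* and 2791 for *aceE*.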

The growth rate *μ* was assumed to be 0.26 h^-1^ for anaerobic growth, as measured in preliminary experiments with the same growth conditions. No reasonable measurements of the growth rate could be performed within the 10 min time frame of the original experiment.

Parameter estimations for the yet missing *s*_*a*,*i*_ were performed in *Mathematica* (Wolfram, Oxfordshire, UK) using the function NMinimize and the method SimulatedAnnealing[52] using the least squares estimator.

### Demand-directed dFBA

dddFBA was implemented as described by the Eqs 1 to 5 and integrated in a dynamic pFBA framework, i.e. in each simulation time step, (1) growth rate is maximized, (2) total fluxes are minimized, (3) external metabolite concentrations are updated, and (4) new bounds for uptake reactions, as well as for the balanced reactions are calculated. We used the genome scale model iJO1366 [14] for flux optimization. We applied this technique to the six enzymes listed in Table 1 employing the indicated parameters.

In Eq 4, we assume the parameter for the protein synthesis rate, *s*_*P*,*i*_, to be inversely proportional to the length of the respective gene *i*, since ribosomes have to migrate along the distance of the gene with limited velocity to translate the protein. The value of the translation constant was chosen to be equal to 0.6 $\frac{\mathrm{bp}\cdot \mathrm{mmol}}{h\cdot \mathrm{RPKM}\cdot \mathrm{gDCW}}$ (Eq 4). If a protein is made up of different subunits, the gene coding the largest subunit will be used, because the longest gene is assumed to require the longest time for transcription and translation and so is supposed to be rate limiting for the expression of the holoenzyme. If the enzyme complex is made up of several (n) copies of the longest subunit, the gene length for that subunit becomes an apparent gene length with the interribosomal distance (of 72 bp [53]) added n times. For example, the enzyme AKGDH has a subunit stoichiometry of [(*SucA*)_12_][(*SucB*)_24_][(*Lpd*)_2_]. *sucA* is the longest gene of the enzyme complex with a length of 2802 bp. Since 12 copies of that subunit are required and ribosomes are on average 72 bp apart from each other the apparent gene length is (2802 + 12 · 72)*bp* = 3666 *bp*.

For FVA, the second optimization step was omitted, instead, each indicated reaction was maximized and minimized within the growth optimal solution space [54].

Parameter variations were employed to analyze sensitivity of the respective parameters to fluxes and simulated gene expression. For this, we performed simulations with combinations of the varying parameters translation constant, *θ*, k_cat_(CYTBO3_4pp), and k_cat_(AKGDH).

## Supporting Information

S1 Fig Variation of global parameters. The translation constant is varied between 0.3 and 0.9 (columns); the threshold for regulation is varied between 0.1 and 0.9 (rows).
(PDF)

S2 Fig Variation of k_cat_. The turnover number of CYTBO3_4pp is varied between 170.5 and 682 (columns); the turnover number of AKGDH is varied between 24.5 and 98 (rows).
(PDF)

# Supplementary material for: Transition of an Anaerobic Escherichia coli Culture to Aerobiosis: Balancing mRNA and Protein Levels in a Demand-Directed Dynamic Flux Balance Analysis
**Source:** PLoS One. 2016 Jul 6;11(7):e0158711. doi: 10.1371/journal.pone.0158711

(a) translation constant τ : 0.3, threshold θ : 0.1

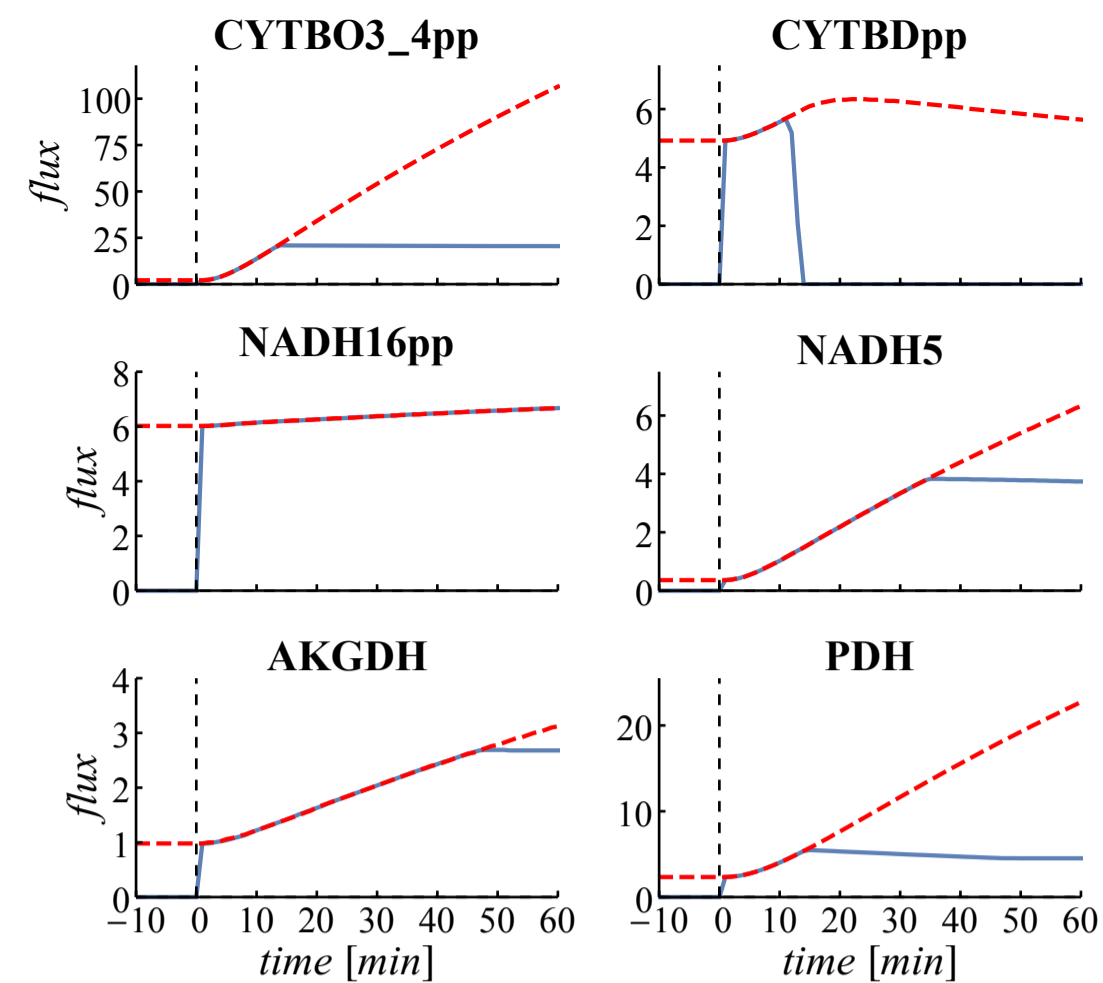

(b) translation constant τ : 0.3, threshold θ : 0.6

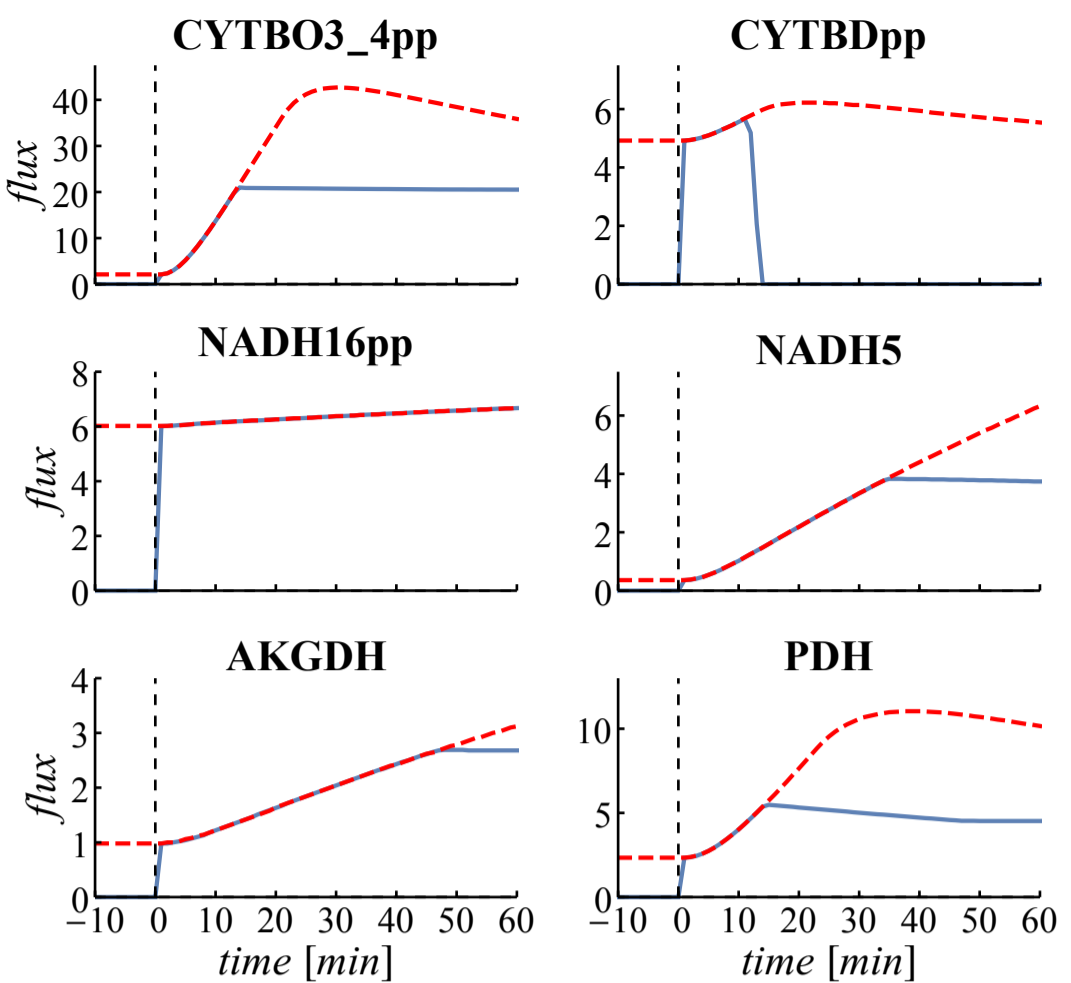

(c) translation constant τ : 0.3, threshold θ : 0.9

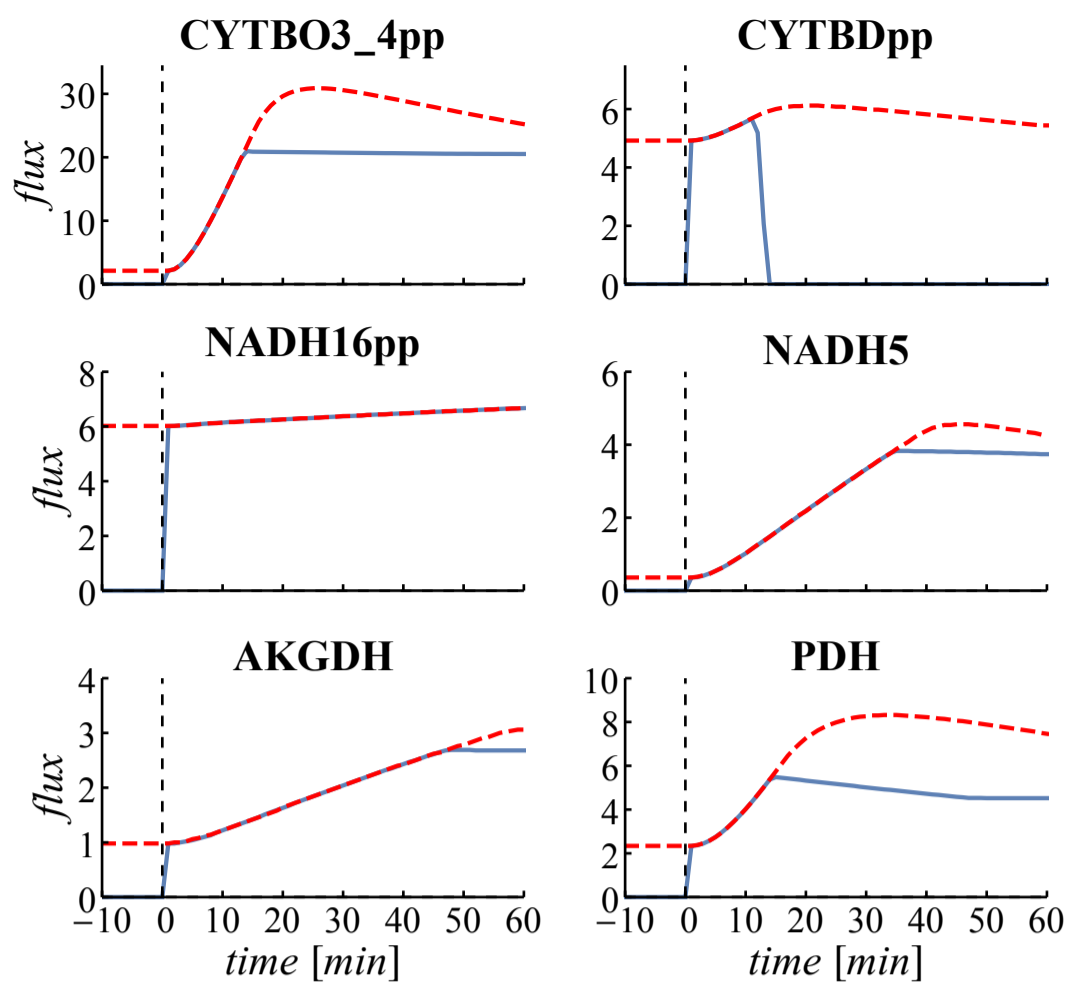

(d) translation constant τ : 0.6, threshold θ : 0.1

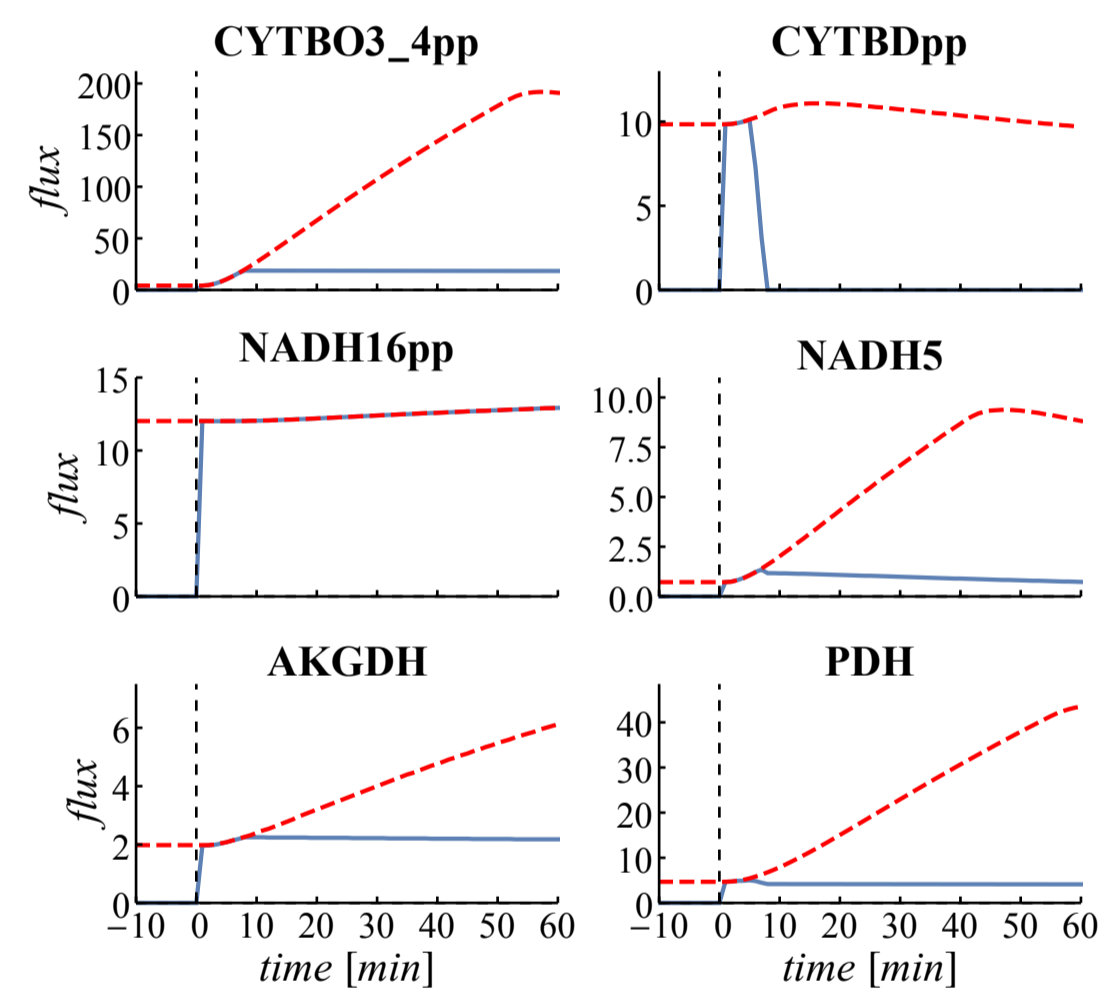

(e) translation constant τ : 0.6, threshold θ : 0.6

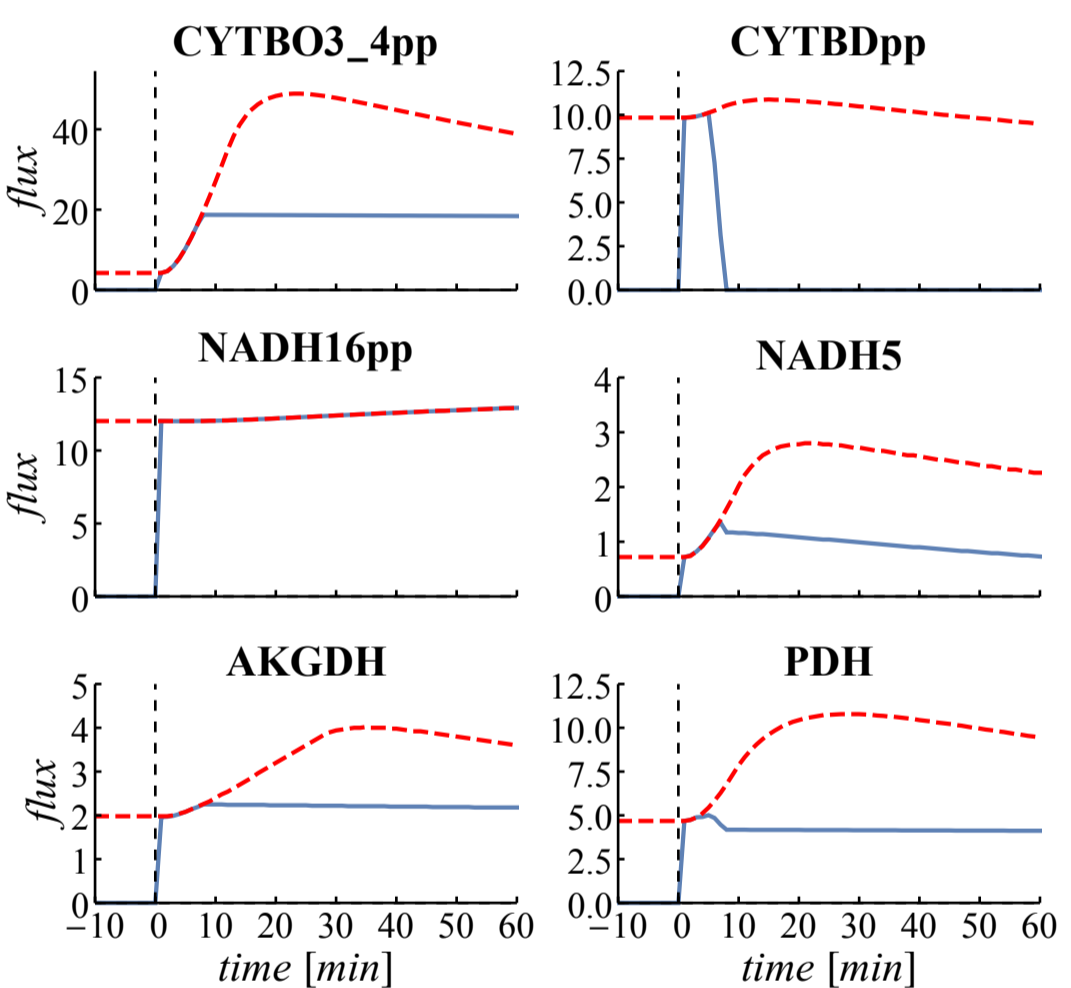

(f) translation constant τ : 0.6, threshold θ : 0.9

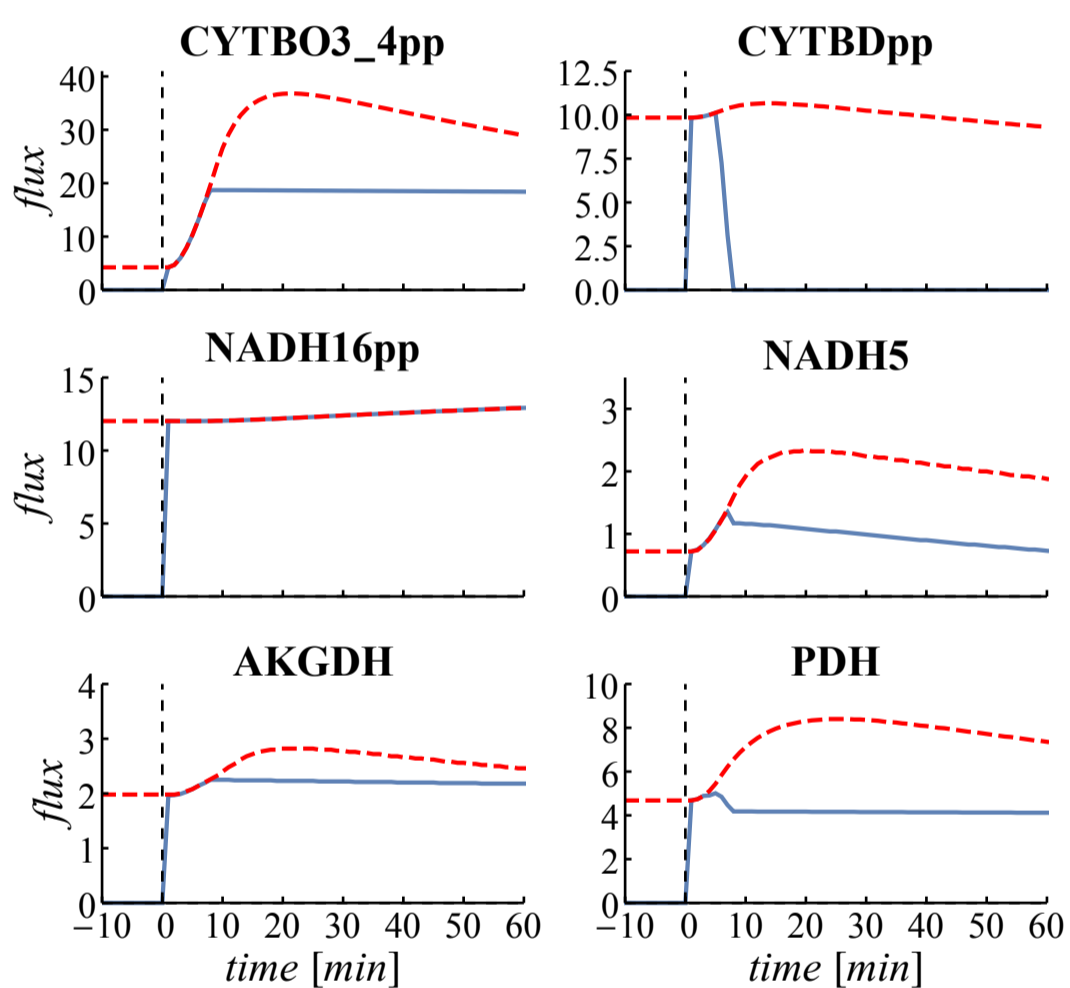

(g) translation constant τ : 0.9, threshold θ : 0.1

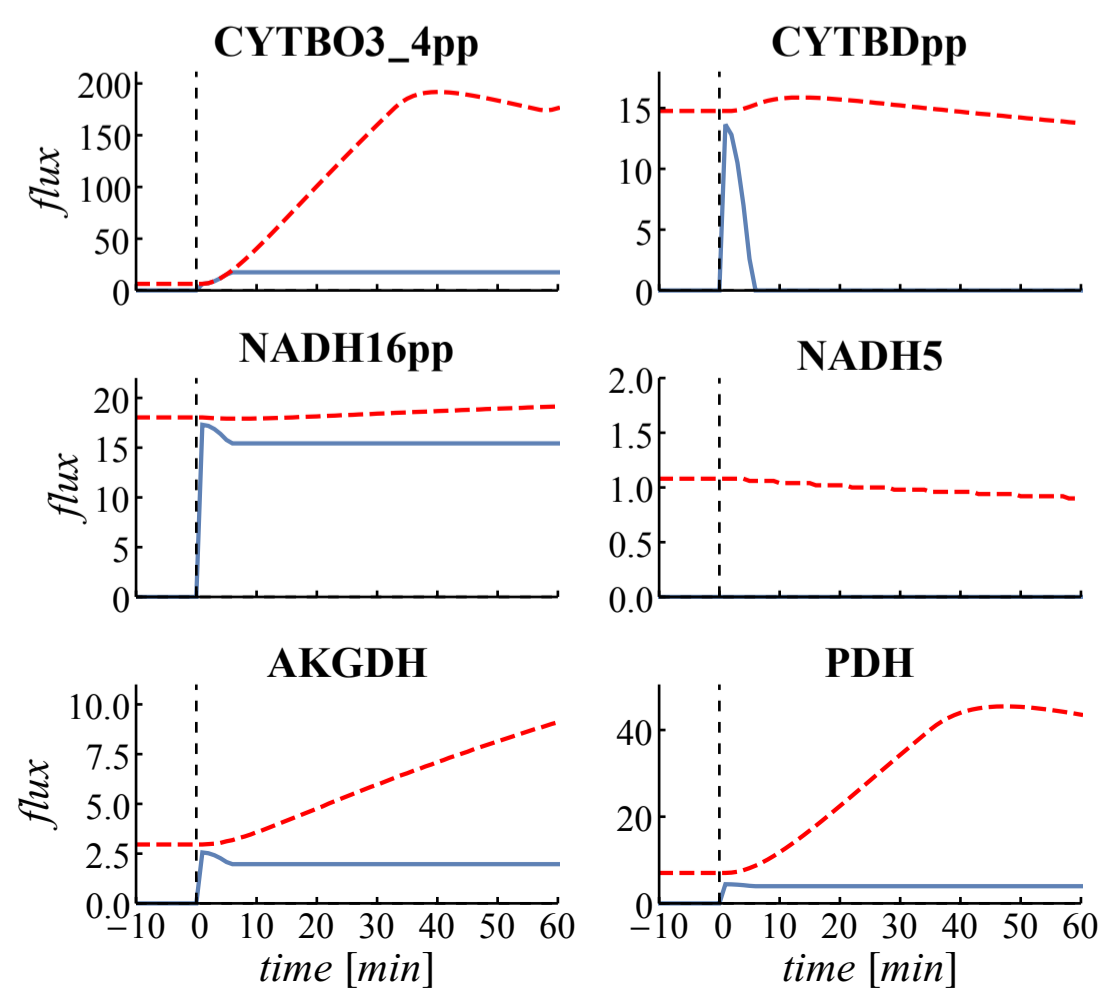

(h) translation constant τ : 0.9, threshold θ : 0.6

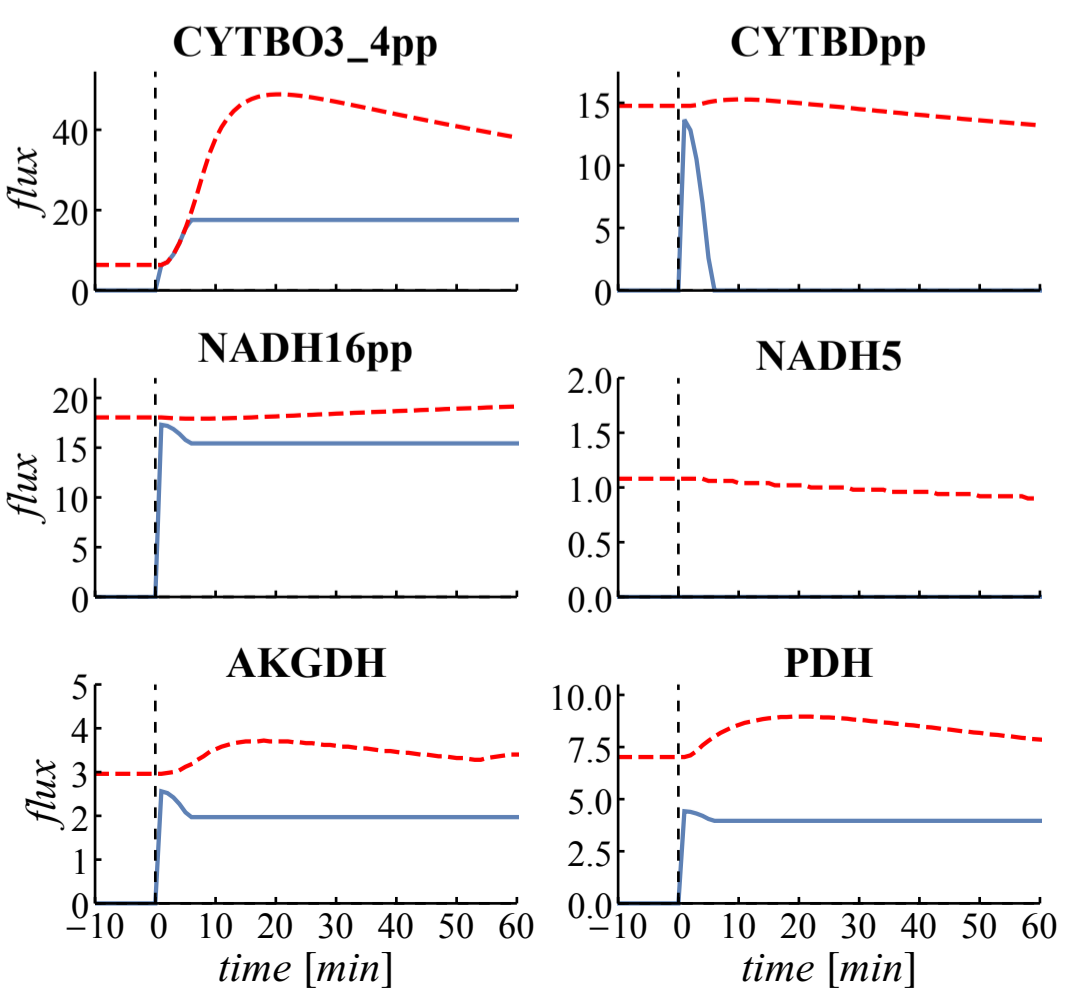

(i) translation constant τ : 0.9, threshold θ : 0.9

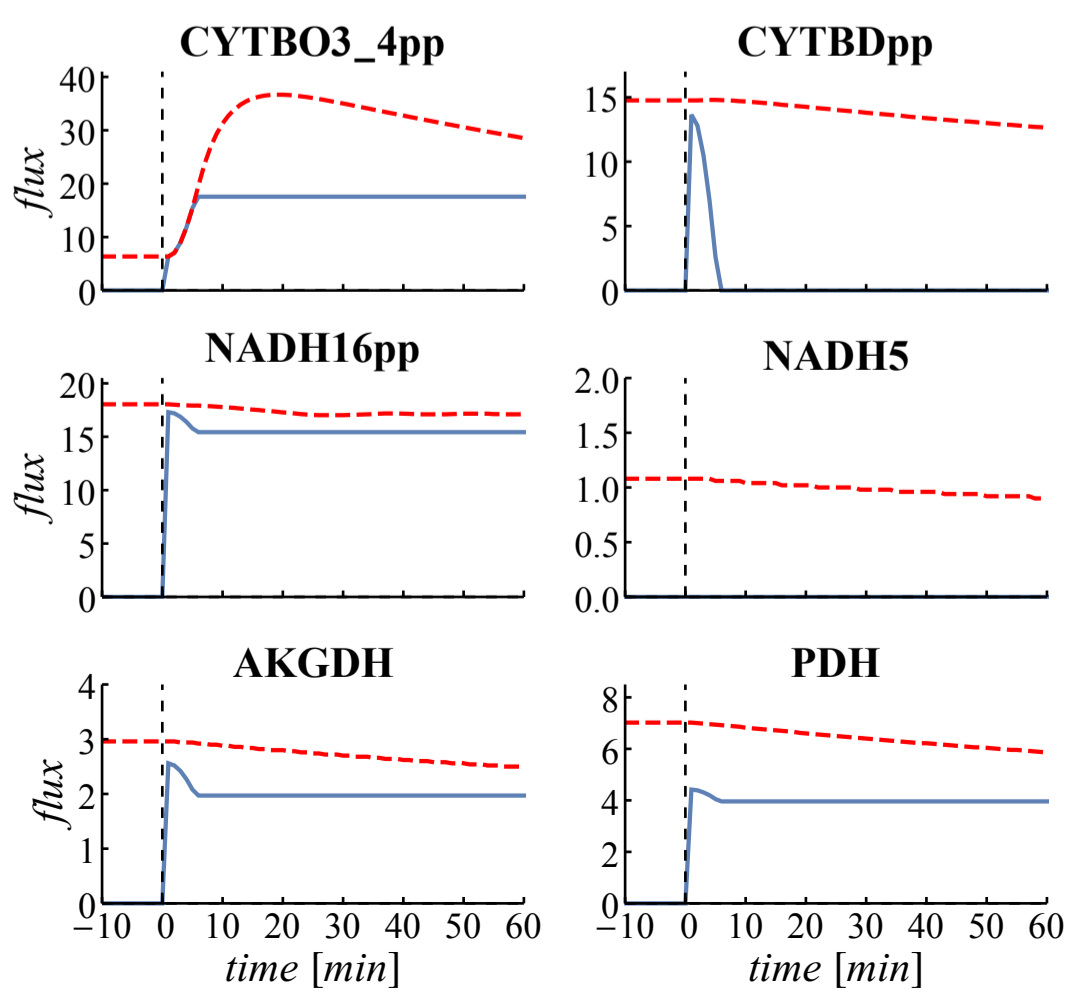

**Supplement:** S1 Fig — The translation constant is varied between 0.3 and 0.9 (columns); the threshold for regulation is varied between 0.1 and 0.9 (rows).

# Supplementary material for: Transition of an Anaerobic Escherichia coli Culture to Aerobiosis: Balancing mRNA and Protein Levels in a Demand-Directed Dynamic Flux Balance Analysis
**Source:** PLoS One. 2016 Jul 6;11(7):e0158711. doi: 10.1371/journal.pone.0158711

(a) CYTBO3_4pp: 170.5, AKGDH: 24.5

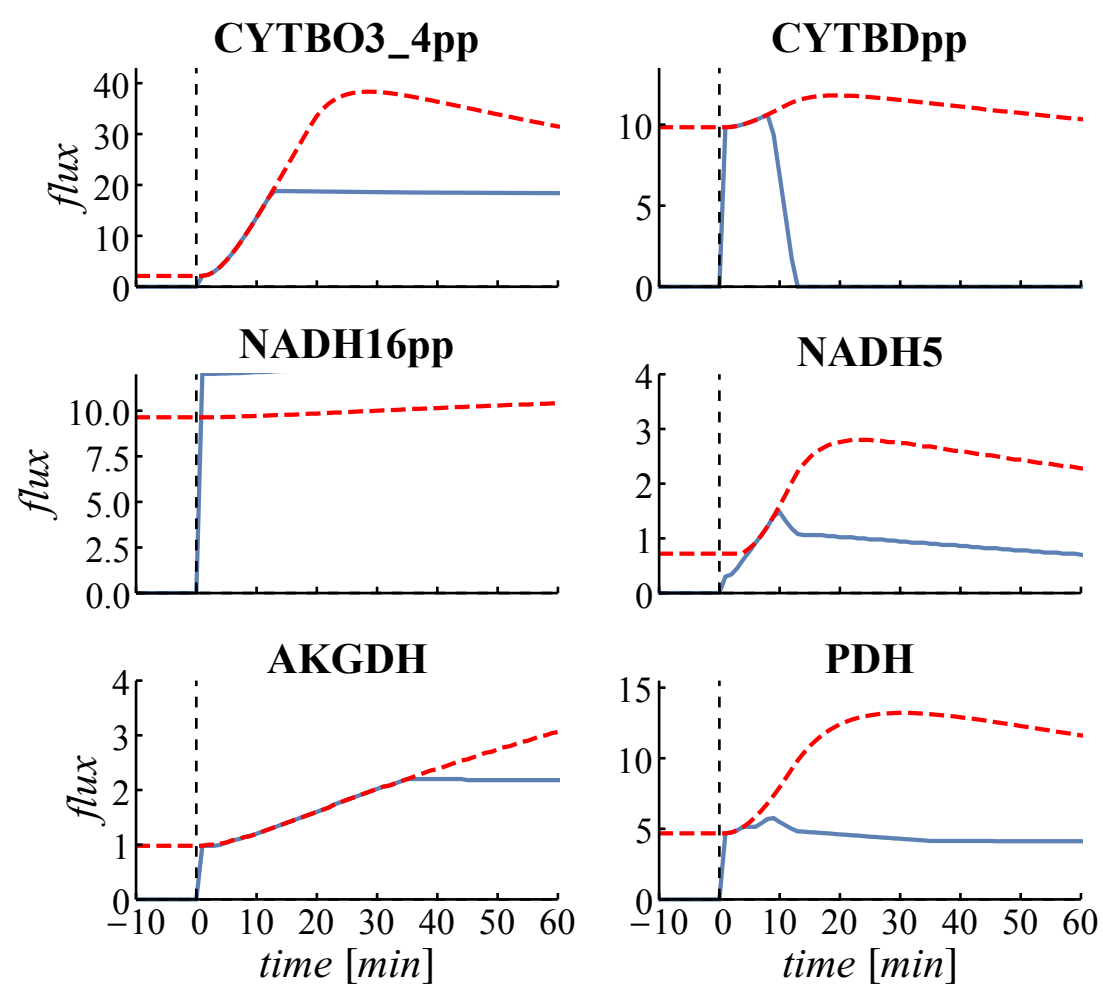

(b) CYTBO3_4pp: 170.5, AKGDH: 49

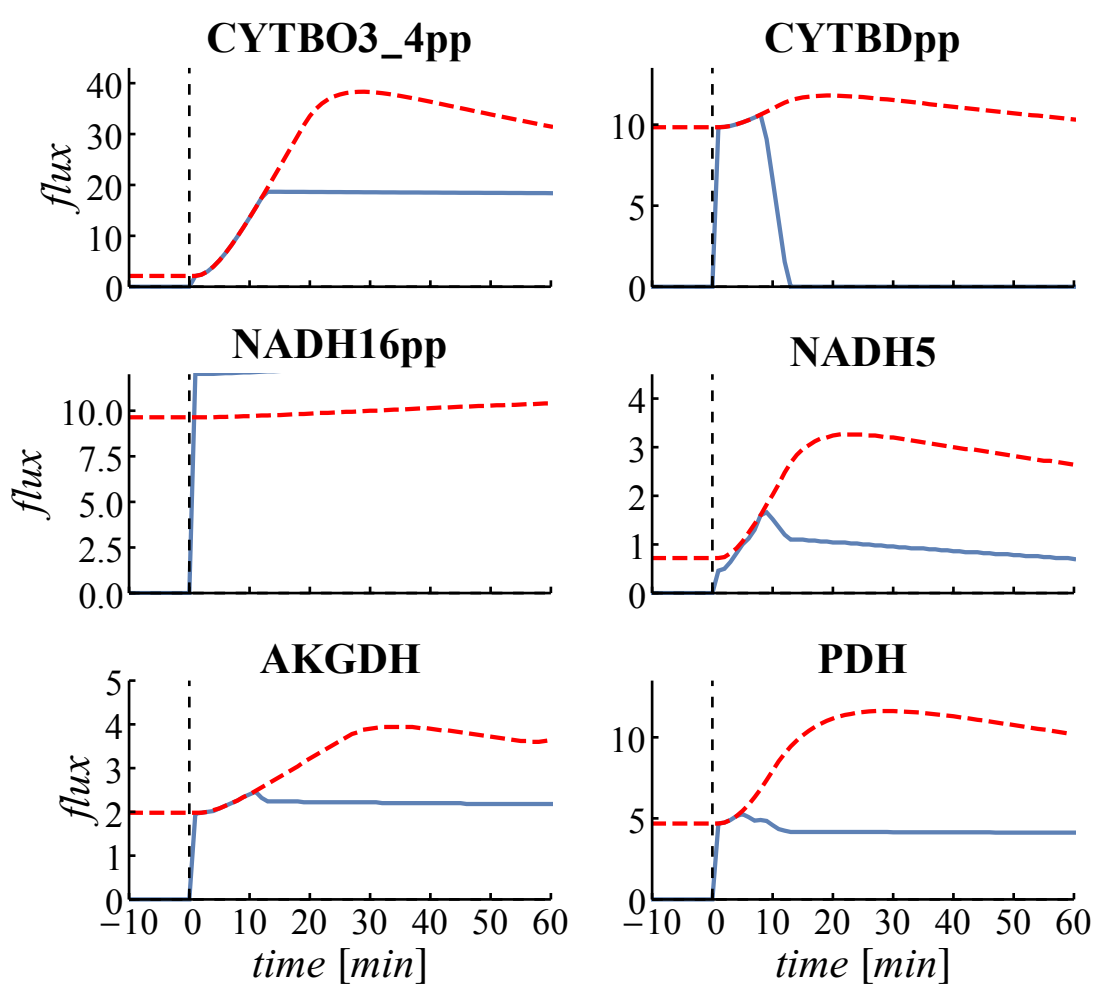

(c) CYTBO3_4pp: 170.5, AKGDH: 98

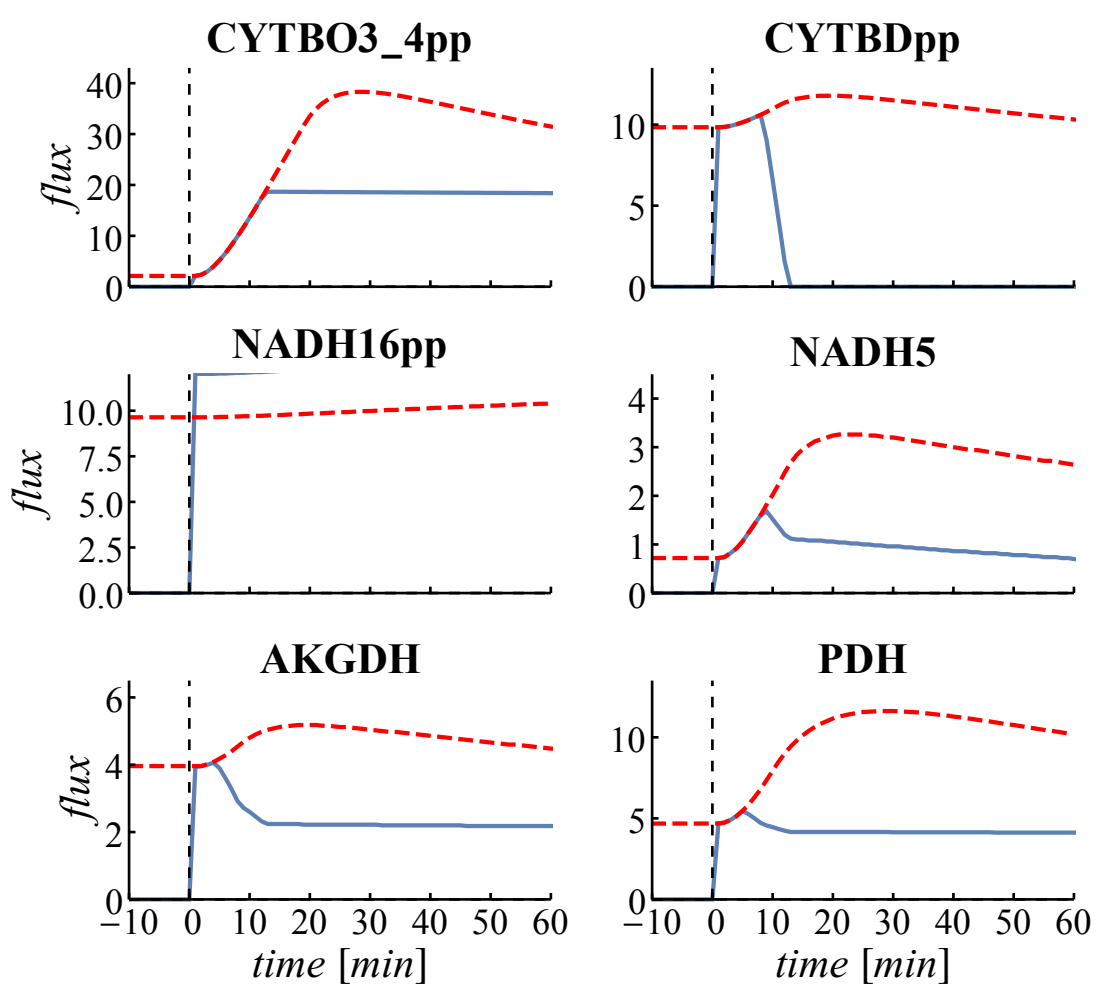

(d) CYTBO3_4pp: 341, AKGDH: 24.5

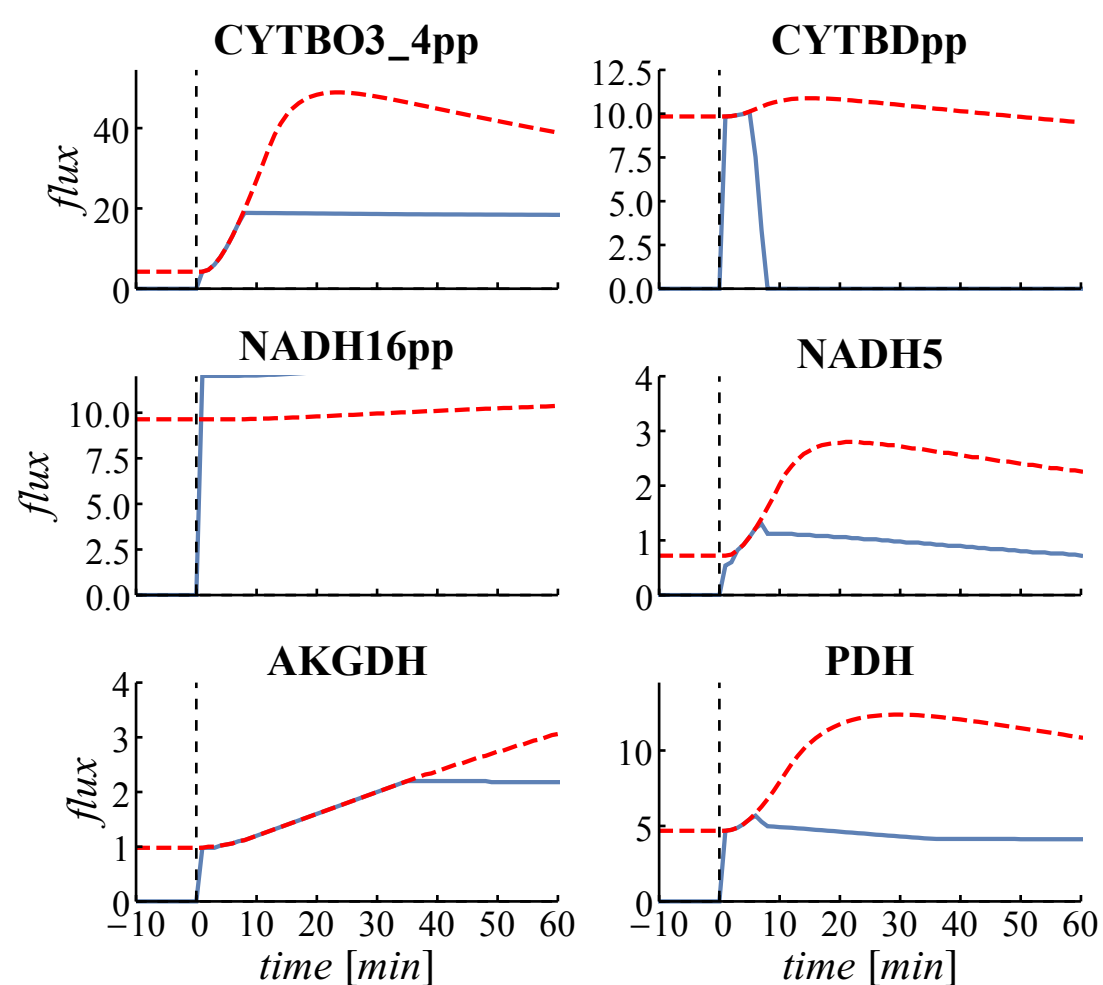

(e) CYTBO3_4pp: 341, AKGDH: 49

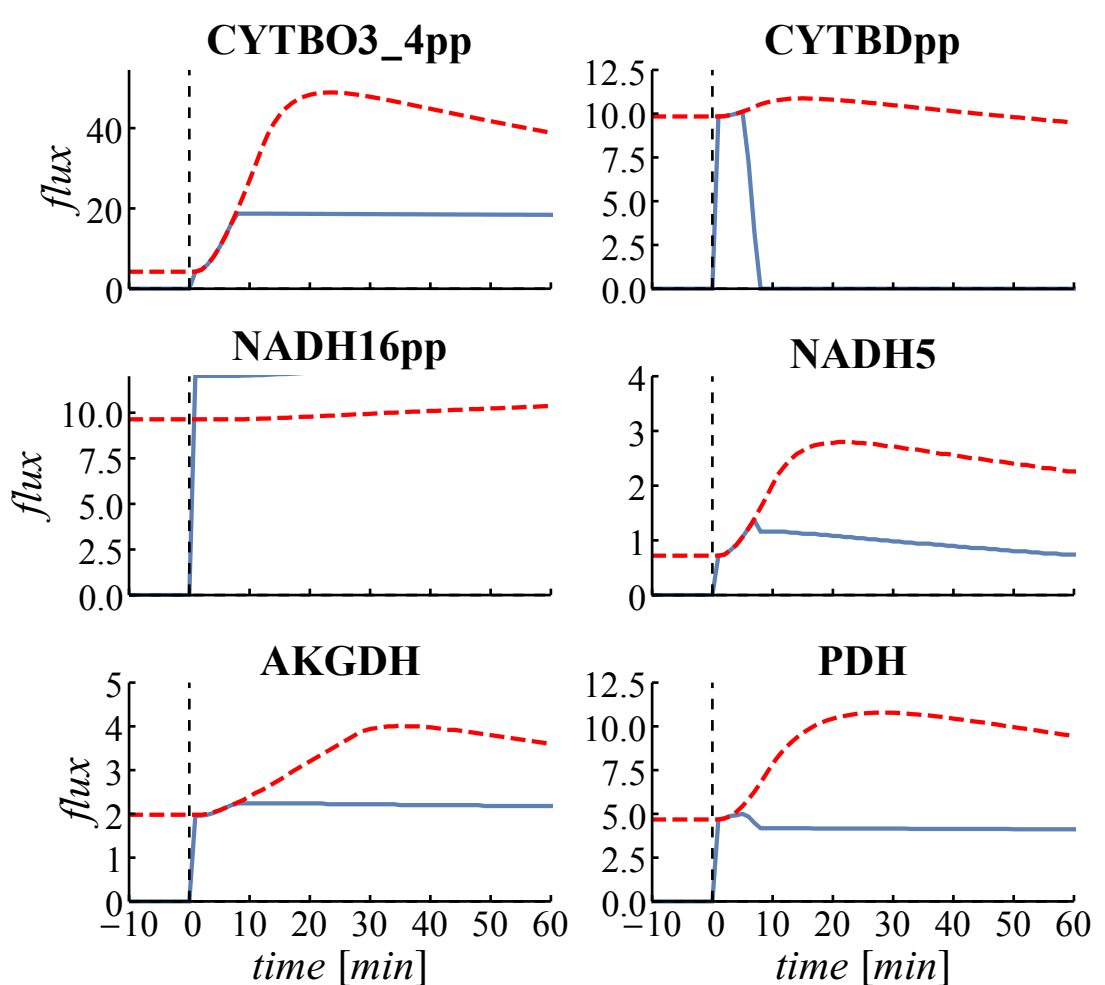

(f) CYTBO3_4pp: 341, AKGDH: 98

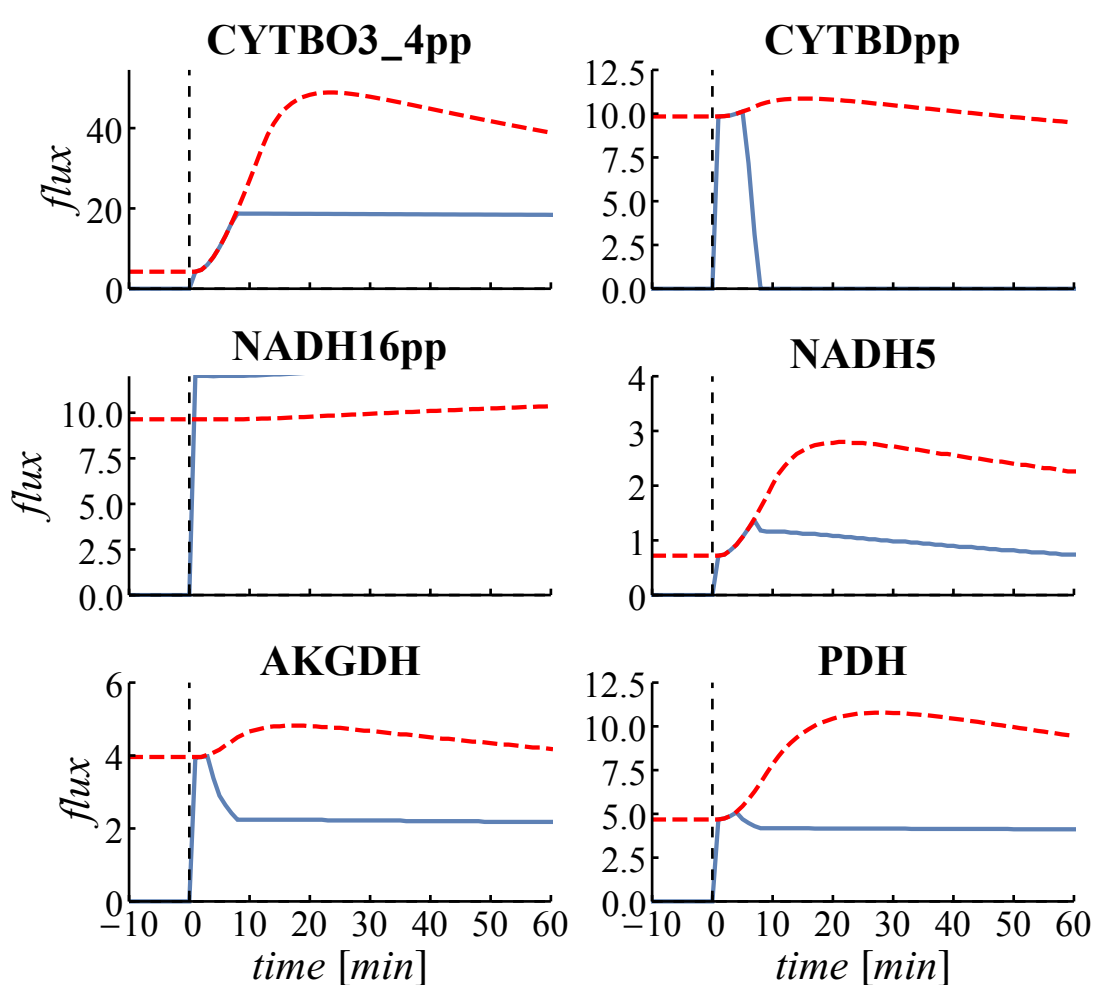

(g) CYTBO3_4pp: 682, AKGDH: 24.5

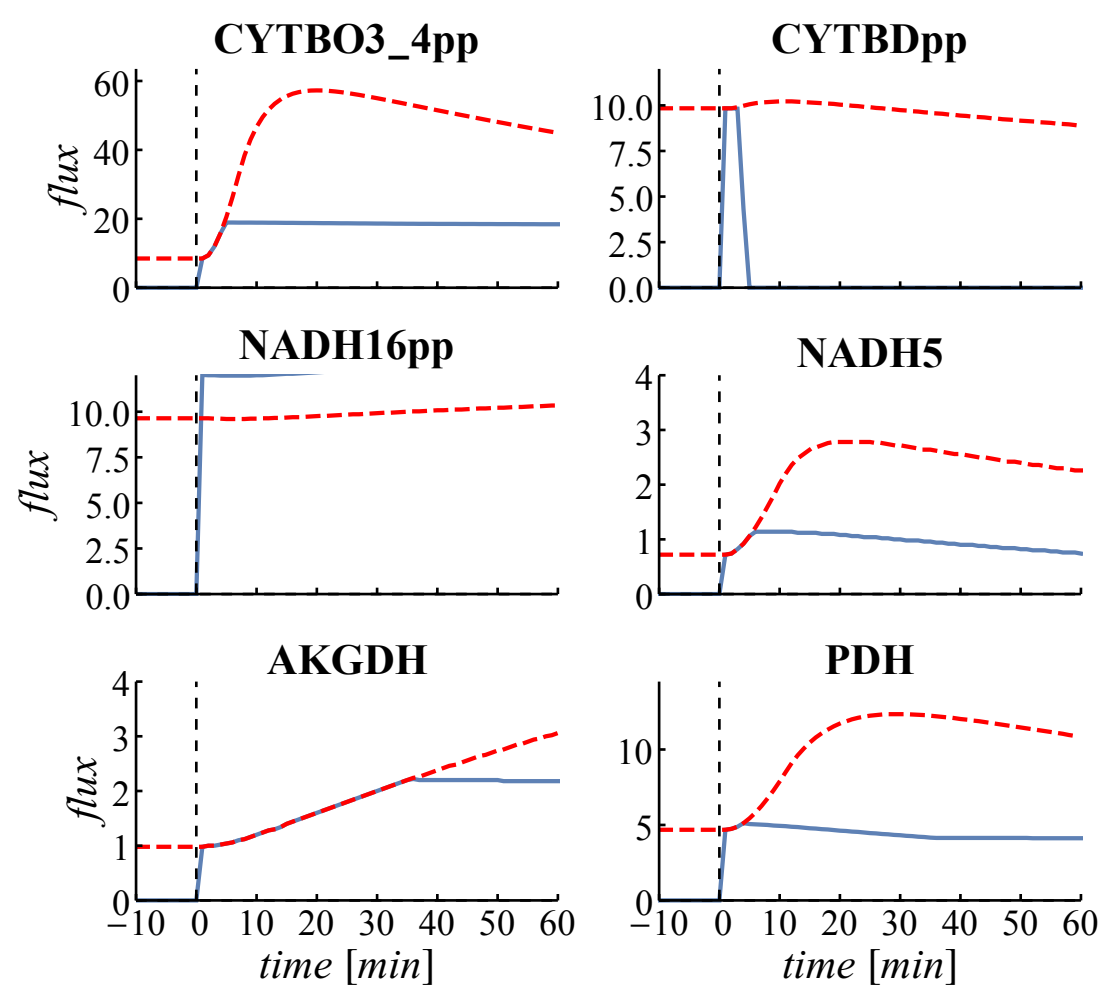

(h) CYTBO3_4pp: 682, AKGDH: 49

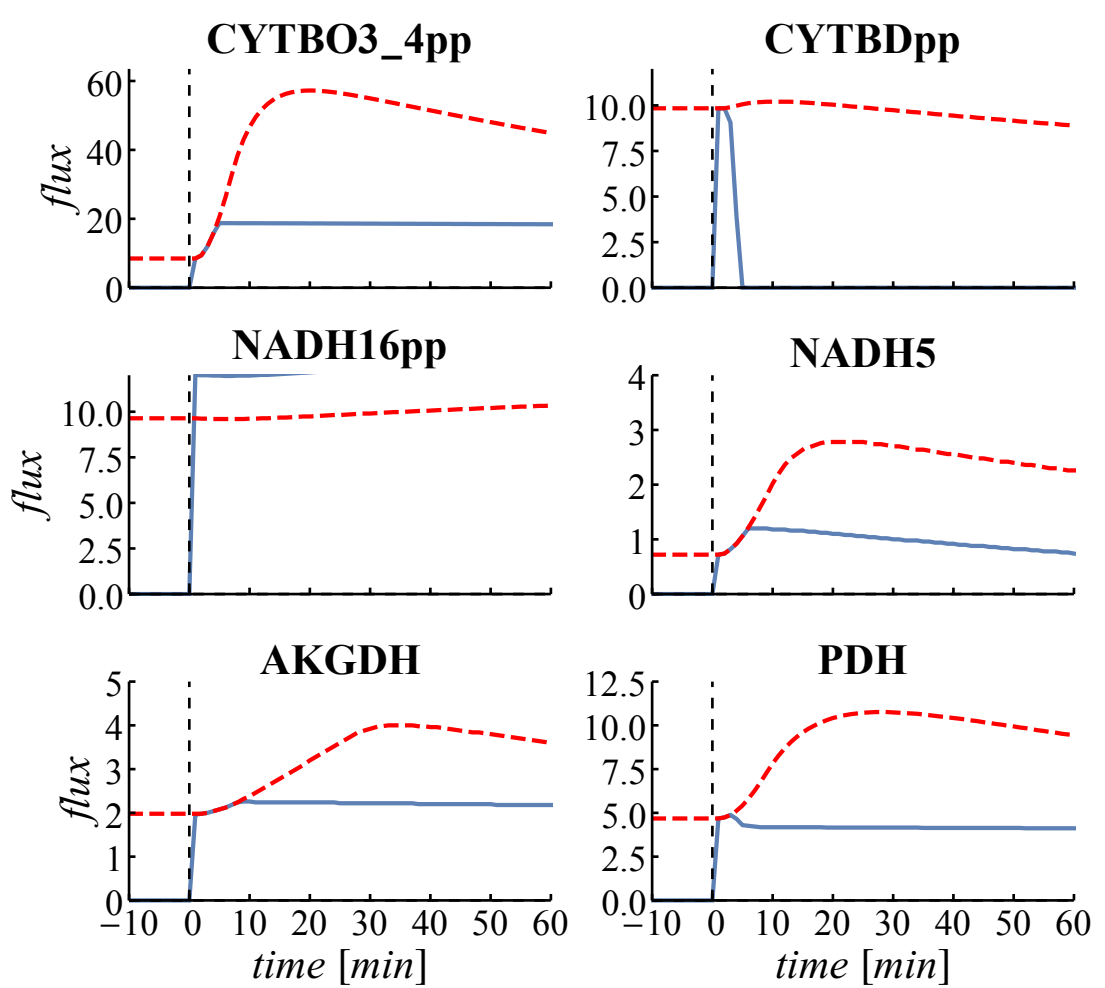

(i) CYTBO3_4pp: 682, AKGDH: 98

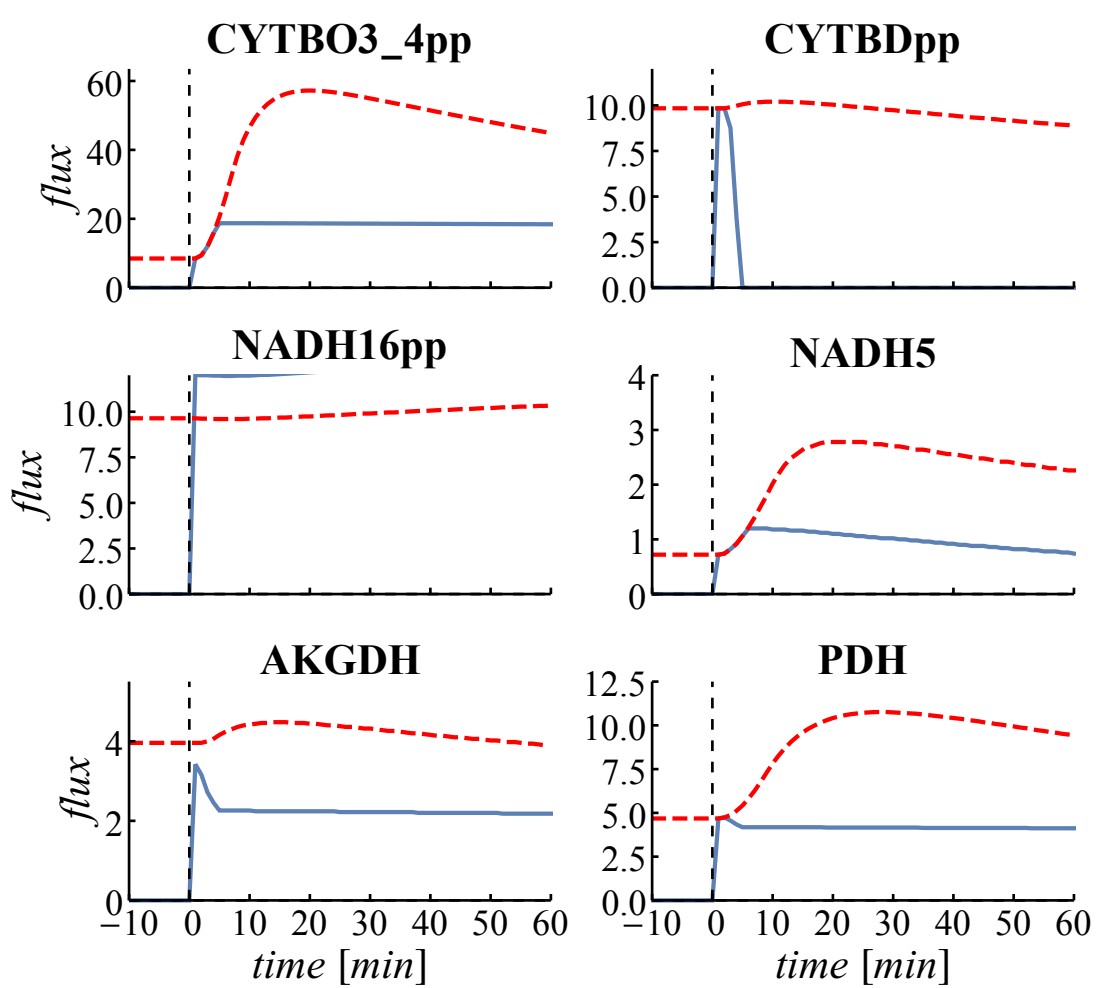

**Supplement:** S2 Fig — The turnover number of CYTBO3_4pp is varied between 170.5 and 682 (columns); the turnover number of AKGDH is varied between 24.5 and 98 (rows).

How the deposited data were processed for this re-analysis (not part of the article)

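The data are the RNA sequencing libraries of the short-term experiment: *E*. *coli* K-12 W3110 grown without oxygen on glucose in a stirred tank and then aerated, with samples at 0 min and at 5 times up to 10 min, 3 libraries at each time and 18 in all. RNA was stabilized with RNAprotect, rRNA was removed with RiboZero and libraries were made with the TruSeq RNA kit v2, which keeps no strand as far as stated, so reads of a gene and reads antisense to it cannot be told apart here. The deposited table holds the authors' raw counts of reads per gene for 4319 gene symbols, for which the submitters' processing notes name the read mapper STAR 2.4.0i and the counting program HTSeq 0.6.0. The mapping settings, the genome build and the annotation are not stated. All values in the table are whole numbers. The series used here holds no samples of the aerobic steady state, so the comparisons that need them (Fig 2, and the last point of Fig 5) are not analysed here.

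The libraries hold between 1584622 and 8444892 counts. A gene with 10 CPM in the smallest library therefore has few counts, and ratios to the 0 min level of genes such as *cyoD* and *nrdH* rest on few reads. Of the table's symbols, 3648 equal a symbol of the RefSeq annotation of strain MG1655, which was used only for names and for neighbours on the chromosome, and 671 do not. The symbol *ybgT* was taken as *cydX* and *yfiD* as grcA. The 22 rRNA genes are in the table, and reads from repeated rRNA copies cannot be assigned to a single copy.

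Counts were analysed with edgeR 4.0.16 in R 4.3.3: genes with enough counts in the time groups (4121 genes), TMM normalization, 1 quasi-likelihood fit to all 18 libraries with the time as the only factor, and Benjamini-Hochberg adjustment over all tested genes. A gene counts as higher or lower at an adjusted p under 0.05 and an absolute log2 fold change over 1. A gene counts as changed at any time when the test of all 5 times together passes and the fold threshold is passed at 1 time or more. Transiently higher genes were higher at 2 min (or 5 min) than at 0 min and had an adjusted p under 0.05 for a fall from that time to 10 min. CPM are on TMM-normalized library sizes. Values per time are the mean and SD of 3 libraries. The standard error of a fold change is derived from its test, as the absolute log2 fold change divided by the square root of the F statistic. The comparisons of the later times share the 0 min libraries and are not independent of each other.

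The tests, thresholds, alternatives, 35 gene lists and the rule for named genes were chosen before the data were examined. The named genes are every gene the paper names with the other genes of its operons, the 10 largest changes each way at 2 and 10 min (5 each way at the other times) among genes past the thresholds with a mean logCPM of at least 2 and the same direction in all 3 replicate numbers, up to 4 members with the smallest adjusted p in each list described, and the 10 largest transient increases. Values in the paper's Table 1 had been seen at that point. Outside this rule, *feoB* and *ssrA* were named after their values were seen. Lists were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, over the 34 lists with at least 3 tested members, and again with the correlation estimated for each list. Counts of list members are also given with the adjustment made over the list alone.

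Basal synthesis rates are the mean RPKM at 0 min times the sum of the growth rate of 0.26 per h and the degradation rate of Table 1. Activated rates and dead times come from a least squares fit of the paper's equation to the RPKM of all 18 libraries, with a 95% confidence interval (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). The degradation rates of *nuoG*, *sucA* and *aceE* are read as per h, because with the labelled unit the basal rates of Table 1 give 0 min levels far below those the paper's Fig 3 shows. RPKM use the gene lengths of Table 1 and the total of all counts of a library. Fluxes with and without oxygen were computed with the iJO1366 model in cobra 0.32.1, and figures were drawn with matplotlib 3.10.9.

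The alternatives were DESeq2 1.42.0, RLE factors and plain library totals in place of TMM, no filter and a minimum mean logCPM of 2, the replicate number as a block, only the libraries compared, edgeR's likelihood ratio test, no fold threshold and a fold change over 1.25, an estimated correlation for lists, other settings of the rate fits and of the flux comparison, and fits without each library and without each replicate number. Leaving out the rRNA, tRNA and *ssrA* genes was chosen after seeing the data. Whether the replicate numbers pair the libraries across times was checked by correlating deviations from the time means: the closest library of another time had the same number for 18 of 18 libraries, but 32 of 45 same-numbered pairs had a correlation over 0.1, among them all 3 pairs of 0 min with 0.5 min, of 0 min with 2 min, of 2 min with 5 min and of 5 min with 10 min. By this measure the numbers pair the libraries in these comparisons, but not at 1, 5 and 10 min against 0 min or at 10 min against 2 min. At 1 min against 0 min the lowest of the 3 correlations was 0.087, close to the cut. The median correlation was 0.209 over all same-numbered pairs and -0.1375 over other pairs. Libraries of a number thus share deviations on the whole, and the cut does not decide whether the samples are paired by design. The fit to all libraries has no block, and a block is given as an alternative.

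The procedure was tested on simulated data with 200 changed genes, drawn from the fitted 0 min levels and the estimated dispersions. The changed genes were chosen among those with a mean logCPM of at least 2, and the libraries were simulated independently of each other. The shares found therefore do not cover genes with fewer counts or deviations that libraries of a replicate number share. Genes changed 3-fold were found in 96% and genes changed 6-fold in 100%, with 1 false call of 197, and of transient genes with a 4-fold course 97.5% were found with 0 false of 195 calls.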

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

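The tests of other splits of the samples and of replicates 1 and 2 below were chosen only after the results were seen, and so was the operon test on the operons of 4 genes or more alone, while the other operon tests were written before the order in the operons they use had been noticed.

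Several groups of genes that the paper does not discuss changed by 10 min, from edgeR's quasi-likelihood test, with camera's adjusted p for each list. Of 30 genes of the hydrogenases and formate hydrogenlyase, 29 were lower (median log2 fold change -1.55, adjusted p = 1.07e-15, and 0.0785 with an estimated correlation), among them *hyaA* (-3.65) and *hyaB* (-3.37) of hydrogenase 1. Of 25 genes of nitrate and nitrite respiration, 21 were lower (median -2.90, adjusted p = 3.28e-14, and 0.0648 with an estimated correlation), among them *narH* (-4.28) and *narK* (-4.42). Of 10 genes of the DMSO and TMAO reductases, 7 were lower (median -2.23, adjusted p = 0.0012, and 0.2245 with an estimated correlation), such as *dmsA* (-3.87). Of 18 genes of glycolysis and glucose uptake, 11 were lower and 1, the phosphoglycerate mutase gene *gpmA* (2.52), was higher (median -1.47, adjusted p = 1.53e-11, and 0.0535 with an estimated correlation), and *gapA* fell to 2914 ± 380 CPM (SD, n = 3). All 8 genes of the Isc pathway of iron-sulfur cluster assembly were higher (median 3.25, adjusted p = 9.76e-13, and 0.0535 with an estimated correlation), from the regulator gene *iscR* (4.45) on. Of 33 Fur-regulated iron uptake genes, 24 were higher (median 3.18, adjusted p = 5.82e-17, and 0.0535 with an estimated correlation), such as *exbD* (4.62) and *entB* (5.23). Of 6 genes of the aerobic ribonucleotide reductases, 5 were higher (median 3.34, adjusted p = 2.92e-06, and 0.0535 with an estimated correlation), such as *nrdH* (4.81). Adjusted over each list alone these counts were the same.

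Of the 19 genes that were higher at 2 min and had an adjusted p under 0.05 for a fall to 10 min, with no fold threshold on the fall, 16 are not named in the paper. They include *metB* of methionine synthesis (2.06 at 2 min, then -1.18) and *feoB* of ferrous iron uptake (1.37, then -0.90). The fall of *metB* no longer passed in the fit of only the samples compared (adjusted p = 0.0672), without 2 min replicate 2 (-1.06), without 10 min replicate 2 (-0.88), without 10 min replicate 3 (-0.87), without replicate 2 (-0.76) and without replicate 3 (-0.93).

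Other splits of the 6 libraries of a comparison into groups of 3 were fitted in the same way. With 10 splits a share under 0.05 cannot be reached. The real split, 1 of 10 in each case, gave 14, 101, 251, 477 and 545 changed genes at 0.5, 1, 2, 5 and then 10 min, and the highest other split gave 0 in each. For the gene lists 2 of 10 splits at 2 min, counting the real one, gave as many as the real split (20, highest other 21), and 3 of 10 at 10 min (24, highest other 28). At 2 min, where the replicate numbers pair the libraries with those of 0 min, the split with 21 lists parts 1 pair, and the 3 others that part all 3 pairs as the real one does gave 12, 3 and 9. At 10 min, where the numbers do not pair the libraries by this measure, the others that part all 3 gave 25, 23 and 14, and the 9 other splits together 14 to 28. For the genes changed at any time, only the real split, 1 of the 100 counted, gave as many (598, highest other 458). This share under 0.05 argues against a chance assignment of the libraries to the times. For the transiently higher genes 4 of 100, counting the real one, gave as many at 2 min (19, highest other 155) and 4 of 100 at 5 min (8, highest other 13). The larger ones put all 3 of the 10 min libraries at the earlier time, so a count several times the real one points to a structure of the samples, here the times. These splits exchange the libraries of 0 min, the earlier time and 10 min together, and these times differ in many genes. They therefore cannot tell whether the falls are due to chance.

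In operons, genes near the promoter changed before genes near the end. At 2 min *cyoA* had reached 92.5% of its 10 min change and *cyoE* -1.67%, and *sdhC* 96.7% against 5.68% for *sucA* of the same operon. Over 16 operons (73 genes) in which this order had not been noticed before, the mean rank correlation of place in the operon with this share was -0.673 (permutation p = 1e-05, the smallest that the resamples can give), negative in 14 of 16. Lower counts at the end of operons are argued against, in the 9 operons of 4 genes or more, by a partial correlation of -0.672 (permutation p = 2e-05) with the level taken out, and with the 7 smaller operons, in which the level was not taken out, it was -0.659 (p = 2e-05). A candidate explanation is the time that RNA polymerase needs to reach the later genes, and differences in mRNA decay along an operon were not tested.

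Replicate 2 lay ahead of replicates 1 and 3 between 0.5 and 5 min, by 0.165 of the way from 0 to 10 min at 1 min, against 0.003 at 0 min and 0.019 at 10 min. At 1 min, 220 of 298 rising genes were highest in replicate 2 and 160 of 239 falling genes lowest. Scaling or depth is argued against by the opposite signs of the median deviations of falling genes (-0.199) and rising genes (0.223), and exchanged time labels by the smallest step of replicate 2, 0.115, against a difference between replicates 1 and 3 of at most 0.048. A faster response of the cells of replicate 2 or a sampling later than the nominal time could give this, and the data do not separate the 2.

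The arginine genes of replicate 1 parted from the others after 2 min. Their lead over both other replicates was at least 1.274 at 5 min (log2), in a different library from the 10 min one, which argues against a fault of a single library. Genes with no change over time, which TMM normalization holds near 0, deviated by -0.013 (median) in the 10 min library of replicate 1. The arginine genes deviated there by 2.982. A scaling of the library would move both sets alike, so the contrast of the sets argues against it. At 0 min the arginine genes of replicate 1 deviated by -0.337, and at 10 min pyrimidine synthesis, which shares *carA* and *carB* with the arginine list, deviated by 1.282, methionine by 1.182, purine by 1.002 and histidine synthesis by 0.736, but cysteine by -0.011 and branched-chain amino acid synthesis by -0.354. Over the lists of other functions the deviation at 10 min ranged from -0.648 for the anaerobic ribonucleotide reductase to 0.743 for the ribosomal proteins, with 0.513 for ATP synthase. Deviations in that library were thus not confined to amino acid and nucleotide synthesis. A different state of the cells of replicate 1 after 2 min could give this. It was tested only by the small deviation at 0 min, which does not argue against it. It stays open, as the cysteine and branched-chain lists do not follow.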

How the results depend on the processing

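The setting without the rRNA, tRNA and *ssrA* genes was chosen only after seeing the data. Of 5757 values of named genes under the alternatives, 5521 kept their direction and their side of the threshold, 182 no longer passed, 28 newly passed and 26 changed sign. Of those, 2877 came from settings that keep all libraries (2836, 30, 6 and 5) and 2880 from fits without libraries (2685, 152, 22 and 21). With RLE factors, no filter, a minimum logCPM of 2, DESeq2 and the likelihood ratio test, every count of changed and transient genes was within 1.5 times its value. The counts that moved, cause not tested where the setting's own construction does not show it, were those of transient genes at 5 min with library totals only (3) and with the replicate block (14), and of genes changed at 0.5 min in the fit of only the samples compared (9, fewer samples). The block changed no call of a named gene at 0.5 or 2 min against 0 min or at 10 min against 5 min, where the numbers pair the libraries by the correlation measure. At 0.5 min, however, only genes already called were followed. From 5 to 10 min only transient genes and *cydA*, *cydB*, *ndh*, *aceB* and *aceA* were followed, so new calls could hardly appear. Over all genes the block gave 18 changed genes at 0.5 min, against 14 without it. Without a fold change threshold 173 genes were changed at 1 min, 465 at 2 min, 965 at 5 min, 1187 at 10 min and 1246 at any time, with 35 transient genes at 2 min and 27 at 5 min. With a fold change over 1.25 the counts were 173, 461, 951, 1165, 1196, 33 and 27. With an estimated correlation 1 list passed at 2 min (OxyR regulon, adjusted p = 0.0243) and 0 of 34 at 10 min, where limma's camera with the preset correlation passed 24. Without the rRNA, tRNA and *ssrA* genes the counts were 14, 103, 256, 473 and 544, with 593 at any time. Fits without a library or a replicate gave 5 to 13 changed genes at 0.5 min, 70 to 112 at 1 min, 220 to 291 at 2 min, 440 to 510 at 5 min, 527 to 559 at 10 min, 552 to 650 at any time, 11 to 27 transient genes at 2 min and 3 to 22 at 5 min, and 17 to 23 lists at 2 min and 23 to 26 at 10 min. The counts at 0.5 min moved without 0.5 min replicate 2 (9), without replicate 2 (5) and without replicate 3 (8), those of transient genes at 2 min without 2 min replicate 2 (12), without 10 min replicate 3 (12) and without replicate 2 (11), and those at 5 min without 5 min replicate 1 (3), without 10 min replicate 1 (22), without 10 min replicate 2 (4), without 10 min replicate 3 (5), without replicate 2 (3) and without replicate 3 (5). Signs changed, cause not tested, for *frdD* at 2 min with library totals only (-0.14), a minimum logCPM of 2 (-0.0072), without rRNA, tRNA and *ssrA* genes (-0.012) and only the samples compared (-0.011), and for *nuoJ* at 5 min with library totals only (-0.046). In fits without a library or a replicate, the log2 fold change ranged at 2 min from -0.22 to 0.16 for *frdD*, -0.71 to 0.87 for *cyoD*, -0.34 to 0.088 for *cyoE* and -0.079 to 0.37 for *nuoN*, at 5 min from -0.11 to 0.30 for *nuoJ*, -0.018 to 0.22 for *nuoH* and -0.068 to 0.40 for *nuoK*, at 10 min from -0.25 to 0.015 for *ybgT*, -0.15 to 2.48 for *argI* and -0.13 to 2.57 for *argF*, and from 5 to 10 min from -0.077 to 0.27 for *aceA*. For the rates, *s*_*b*_ of *cydA* was 99.4 with TMM library sizes. Fitted only to the times up to the highest mean, *s*_*a*_ was 558 for *cydA*, 502 for *cyoB*, 412 for *ndh* and 1957 for *aceE*, and on log2 RPKM 373 for *ndh* and 1513 for *aceE*. With gamma per min as labelled, *s*_*b*_ and *s*_*a*_ were 1427 and 1280 for *nuoG*, 687 and 5481 for *sucA*, and 2791 and 44375 for *aceE*. Without a replicate, *s*_*b*_ ranged from 103 to 107 for *cydA*, 1.71 to 2.49 for *cyoB*, 5.09 to 5.71 for *ndh*, 23.4 to 25.6 for *nuoG*, 11.0 to 12.4 for *sucA* and 44.8 to 51.3 for *aceE*, and *s*_*a*_ from 50.5 to 71.3, 318 to 357, 277 to 309.8, 24.7 to 31.3, 116 to 132 and 1138 to 1309.7, where *nuoG* had 31.3 without replicate 2. The flux relation was 0.166 with fold changes at 1 min (p = 0.1297 from permutations), 0.513 to 0.559 without a replicate, and could not be had at 0.5 min, where every group had a fold change of 0. Depth limits the genes with few counts at 0 min, such as *ybdZ* with 2 counts there and 435 at 10 min, a ratio of 162 with a counting interval from 44.6 to 1344.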

Differences from the paper's values

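No test in this part was chosen after the results were seen. The activated synthesis rates of 4 genes differ from the paper's Table 1, whose errors are 95% confidence intervals. A rate counts as different only if the gap exceeds the larger of the paper's error and the error here, and the ratio exceeds 1.5. For *cydA* the paper's *s*_*a*_ is 759.1 ± 311.1 and the value here 63.1, for *cyoB* the paper's is 610.9 ± 88.9 and here 334, for *ndh* the paper's is 504.6 ± 106.8 and here 291, and for *aceE* the paper's is 2334.0 ± 373.2 and here 1213, all in RPKM per min. Of the alternatives set before the data were examined, the fit to only the times up to the highest mean no longer differs by this rule for any of the 4 (558, 502, 412 and 1957). Nor does the fit on log2 RPKM for *ndh* (373). Of these values, 502 for *cyoB*, 1957 for *aceE* and 373 for *ndh* still lie outside the paper's intervals. TMM library sizes (77.5, 341, 299.95 and 1245) and the fits without a replicate still differ for all 4, the fit on log2 RPKM still differs for *cydA* (51.3), *cyoB* (320.5) and *aceE* (1513), and gamma per min as labelled still differs for *aceE* (44375). The values of *s*_*b*_ and the values of *s*_*a*_ for *nuoG* and *sucA* do not differ by this measure with gamma read as per h.

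The paper speaks of more than 20% of the genes as transiently differentially expressed, citing the study that reported these data, and states no thresholds beside it. The criteria and samples behind that figure may differ from those used here. Here 13.8% were changed at any time at the thresholds of the paper's methods (13.2% without replicate 2 and 12.8% without replicate 3), which is below that lower bound. Without a fold change threshold the share is 28.8% and with a fold change over 1.25 it is 27.7%, and both meet the bound of more than 20%.

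The paper describes the overexpression of *aceA* and *aceB* as transient. From 5 to 10 min the log2 fold change here was 0.12 for *aceA* and -0.23 for *aceB*, and neither passed edgeR's quasi-likelihood test, while the rise of both genes did. The paper's Fig 5 also shows the aerobic steady state, which this series lacks. A fall of *aceA* and *aceB* after 10 min can therefore not be judged here, and these values do not contradict the paper. The paper describes *ndh* in one place as not transcribed without oxygen, and in another as of very low expression then, with an *s*_*b*_ of 5.9 in Table 1. Its level at 0 min was 30.9 ± 5.59 CPM (SD, n = 3), and *s*_*b*_ here was 5.30, which departs only from the first of these. The paper also describes *ndh* as transiently higher. Its log2 fold change from 5 to 10 min was -0.51, which did not pass the test, while the rise at 5 min did (5.68). In RPKM *ndh* was lower at 10 than at 5 min in each replicate number, and a fall after 10 min was not measured. The paper describes a slight overexpression of *ldhA* and *dld*. *ldhA* passed both thresholds at 5 min (1.29), and the log2 fold change of *dld* at 10 min, 0.62 (adjusted p = 0.000117), stayed under the fold threshold.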

Other observations

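The list of flux tests was set before the results were seen, and the correlation within the groups of higher flux was chosen after. The paper compares fold changes with flux differences for the aerobic steady state, which is not analysed here, so the same comparison was made for 10 min against 0 min. Across 86 groups of reactions of iJO1366 the rank correlation of fold change with flux difference was 0.507 (permutation p = 1e-05, the smallest that 100000 resamples can give, and 1.57e-05 when adjusted over 11 relations), and Pearson's correlation was 0.318 (p = 0.00814 from permutations). The groups share genes and regulators and are not independent replicates. Of the 86 groups, 75 have the higher flux with oxygen and 41 have a fold change of 0 after the thresholds. Within the 75 the rank correlation was 0.341 (permutation p = 0.00282). Over all groups, not within the 75, the rank correlation was 0.404 with the fold changes of all genes, 0.429 without the criterion on flux ranges (107 groups), 0.326 with a smaller minimum flux difference (153 groups) and 0.517 with the mean of the subunits, and 0.569 with fold changes at 5 min and 0.355 at 2 min, where Pearson's correlation was 0.132 and did not pass (permutation p = 0.2058). With fold changes at 1 min neither passed (rank correlation 0.166, permutation p = 0.1297, and Pearson's 0.116, p = 0.2325).

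Other lists at 10 min, from edgeR's quasi-likelihood test, are given with camera's adjusted p and with that from an estimated correlation. Of 18 SoxRS regulon genes 4 were higher (1.59e-06 and 0.0648), with *soxS* at a log2 fold change of 5.21. The other 14 did not pass, and the median of this list was 0.528. The 4 include *fumC* and *acnA*, which are also in the TCA cycle list, where 16 of 16 were higher. Of 13 OxyR regulon genes 6 were higher (8.67e-05 and 0.0648), with *ahpC* at 2.09 and *mntH* at 2.74. Of 17 genes of cysteine synthesis and sulfate assimilation 5 were higher (1.56e-09 and 0.0686), with the sulfate binding protein gene *sbp* at 4.48. Of 10 genes of mixed acid fermentation 5 were lower (0.0017 and 0.0648), with *pflB* at -2.96, *focA* at -3.29 and *adhE* at -2.87. Of 15 acid resistance genes 4 were lower (9.02e-05 and 0.227), with *adiC* at -2.89. Adjusted over each of these lists alone the counts were the same.

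The decrease of the rRNA gene *rrfA* at 2 min (-6.00) rests on 0 min replicate 3 and is -1.02 without it. The 2 genes of the anaerobic ribonucleotide reductase, *nrdD* and *nrdG*, were at -1.11 and -1.13 at 10 min, and neither passed the fold threshold without 10 min replicate 1 (-0.98 and -0.92) or without replicate 1 (-0.89 and -0.69), nor *nrdG* without 0 min replicate 1 (-0.91). The calls of *argI* (2.01) and *argF* (2.06) at 10 min ended without replicate 1 (-0.15 and -0.13) and without 10 min replicate 1 (-0.08 and 0.01), so that their size rests on that replicate. The adjusted p of *argI* and *argF* was also over 0.05 with the replicate number as a block (0.0668 and 0.0774), with only the samples compared (0.138 and 0.125), without 0 min replicate 1 (0.0914 and 0.104), without 0 min replicate 2 (0.0730 and 0.0748), without 0 min replicate 3 (0.0713 and 0.06905) and without replicate 3 (0.0526 and 0.0530).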
